# Elongin A regulates transcription *in vivo* through enhanced RNA polymerase processivity

**DOI:** 10.1074/jbc.RA120.015876

**Published:** 2020-12-13

**Authors:** Yating Wang, Liming Hou, M. Behfar Ardehali, Robert E. Kingston, Brian D. Dynlacht

**Keywords:** Elongin A, RNA polymerase II, transcription, transcription elongation, enhancer, 4sU, 4-thiouridine, 4sU-seq, 4sU-labeled RNA sequencing, ChIP, chromatin immunoprecipitation, CUT&RUN, cleavage under targets and release using nuclease, DRB, 5,6-dichloro-1-beta-D-ribofuranosylbenzimidazole, eRNA, enhancer RNA, ES, embryonic stem, FPKM, fragments per kilobase per million mapped reads, RNAPII, RNA polymerase II, Ser2, serine 2, TESs, transcript end sites, TSS, transcription start site

## Abstract

Elongin is an RNA polymerase II (RNAPII)-associated factor that has been shown to stimulate transcriptional elongation *in vitro*. The Elongin complex is thought to be required for transcriptional induction in response to cellular stimuli and to ubiquitinate RNAPII in response to DNA damage. Yet, the impact of the Elongin complex on transcription *in vivo* has not been well studied. Here, we performed comprehensive studies of the role of Elongin A, the largest subunit of the Elongin complex, on RNAPII transcription genome-wide. Our results suggest that Elongin A localizes to actively transcribed regions and potential enhancers, and the level of recruitment correlated with transcription levels. We also identified a large group of factors involved in transcription as Elongin A–associated factors. In addition, we found that loss of Elongin A leads to dramatically reduced levels of serine2-phosphorylated, but not total, RNAPII, and cells depleted of Elongin A show stronger promoter RNAPII pausing, suggesting that Elongin A may be involved in the release of paused RNAPII. Our RNA-seq studies suggest that loss of Elongin A did not alter global transcription, and unlike prior *in vitro* studies, we did not observe a dramatic impact on RNAPII elongation rates in our cell-based nascent RNA-seq experiments upon Elongin A depletion. Taken together, our studies provide the first comprehensive analysis of the role of Elongin A in regulating transcription *in vivo*. Our studies also revealed that unlike prior *in vitro* findings, depletion of Elongin A has little impact on global transcription profiles and transcription elongation *in vivo*.

The synthesis of mRNA by RNA polymerase II (RNAPII) requires the highly orchestrated action of a large cohort of factors. During the transcription cycle, general transcription factors recruit RNAPII to promoters to initiate transcription, and the RNAPII complex pauses ∼50 to 100 nt downstream of transcription start sites (TSSs). Pausing is enforced by 5,6-dichloro-1-beta-D-ribofuranosylbenzimidazole (DRB) sensitivity-inducing factor, which includes SPT4 and SPT5, as well as negative elongation factor. The release of paused RNAPII into productive elongation is mediated by positive transcription elongation factor b and cyclin-dependent kinase 12, which phosphorylates DRB sensitivity-inducing factor, negative elongation factor, and serine 2 (Ser2) on the C-terminal domain of the largest subunit of RNAPII (1, 2). Transcription initiation has been recognized as a critical regulatory point during the transcription cycle, but recently, a growing body of evidence suggests that transcription elongation can also be an important rate-limiting step. Although transcription elongation rates on individual genes vary widely (3), maintaining a proper elongation rate is critically important. Recent studies suggest that misregulation of transcription elongation can cause defects in transcription directionality, cotranscriptional chromatin modifications, and mRNA splicing (4, 5). A mouse strain harboring a slow RNAPII mutant shows embryonic lethality, suggesting that proper RNAPII elongation is also critical for mouse development (6).

Several factors have been shown to mediate proper transcription elongation, including PAF1 complex, SPT6, and SPT5 (7, 8, 9). Another factor that is potentially involved in regulating RNAPII elongation is the Elongin complex (10), which was identified biochemically as one of the factors that can stimulate RNAPII elongation on DNA templates *in vitro*. Previous studies suggested that Elongin can stimulate RNAPII elongation *in vitro*, potentially by overcoming the transient pausing of RNAPII on a DNA template. However, the role of this complex during transcription elongation has not been tested *in vivo*.

The Elongin complex is a trimer consisting of Elongin A, B and C, and Elongin A is the largest subunit. The N-terminus of Elongin A shares homology with elongation factor transcription elongation factor IIS, and the C-terminus of Elongin A contains a conserved motif, BC-box, that allows the Elongin B and C subunits to bind. Elongin A is the transcription-stimulatory subunit, and Elongin B and C can enhance the activity of Elongin A (10, 11). Apart from Elongin A, a large group of proteins also contains a BC-box motif and can associate with Elongin B and C. These proteins can be linked to a Cullin-RING ligase through the Elongin BC complex to function as an E3 ligase complex. The Cullin-RING ligase in these cases contains Cul2 or Cul5 and Rbx1 or Rbx2 (12, 13, 14). Upon UV irradiation, the mammalian Elongin complex can assemble with the Cul5/Rbx2 module to act as the ubiquitin ligase for RNAPII subunit, RPB1 (15). It was also shown that the yeast homologs of Elongin A and C are responsible for the ubiquitination of RNAPII under conditions of DNA damage (16).

The Elongin complex was initially identified as a potential elongation factor in *in vitro* studies more than 2 decades ago. Since then, several studies have been performed to investigate the role of Elongin *in vivo*. It was shown that Elongin A is required for transcriptional induction in response to multiple stimuli in mammalian cells (17, 18), and Elongin A–deficient mouse embryo exhibit developmental abnormalities (18). Cellular immunofluorescence studies suggest that Elongin A colocalizes with the hyperphosphorylated form of RNAPII, and chromatin immunoprecipitation (ChIP)-quantitative PCR experiments show Elongin A associates with stress-response genes upon induction (17). However, although it has been generally assumed that Elongin also functions as a transcription elongation factor *in vivo*, none of these prior studies has confirm this hypothesis. In addition, there have been no genome-wide studies of Elongin, and the impact of Elongin on different aspects of the transcription cycle has not been systematically investigated. Here, we investigated the genome-wide localization of Elongin A and the impact of its loss on RNAPII distribution, as well as the production of nascent and mature transcripts. Our studies suggest that Elongin A localizes to actively transcribed genomic regions, including annotated transcripts and potential enhancer regions. Concordantly, we found that Elongin A associates with a large group of factors involved in transcription. Interestingly, we showed that Elongin A depletion has a dramatic impact on levels of the Ser2-phosphorylated form of RNAPII and a less dramatic impact on Ser5 and total RNAPII levels. Importantly, our study also revealed that unlike prior *in vitro* findings, Elongin A depletion has little impact on transcription elongation rates *in vivo* genome-wide.

## Results

### Elongin A localizes to actively transcribed regions

We first attempted to identify Elongin A binding sites genome-wide by ChIP-seq. However, the enrichment was not efficient, and after peak-calling, we identified 186 peaks (Fig. S1*A*). 

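Elongin A ChIP-seq was performed in 1 sample of formaldehyde-fixed DLD1 cells, with 1 input library as the control. The authors aligned the paired-end reads to hg19, removed PCR duplicates and called peaks against the input with MACS2 at its default parameters. Their deposited peak list gives each peak's position, its summit, its fold enrichment over the local control background, and the −log10 of its p-value and q-value. These fold enrichments are the authors' and are used here only to describe and rank peaks within 1 list. The list holds no read totals, so the sequencing depth behind each peak is unknown, and a single sample gives no spread between replicates. Coordinates are on hg19 and count from 1.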

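The ChIP-seq list covered 79113 bp. Its peaks had a median width of 361 bp, with an interquartile range of 286 to 470 bp. Fold enrichment ran from 1.19 to 47.1 with a median of 9.99, and the median −log10 q-value was 22.0. With a q-value under 0.001 in place of the authors' threshold, 179 peaks remained, and 163 had a fold enrichment of at least 5. Chromosomes 5, 13 and Y held no peak, and the density was highest on chromosome 22, at 0.373 peaks per Mb of ungapped sequence. The strongest peak, with a fold enrichment of 47.1, lay on chromosome 11 from 62608312 to 62609330, next to the U2 snRNA gene RNU2-2P and the WDR74 promoter. The next, at 32.1, lay on chromosome 12 from 120729214 to 120729768 at the U4 snRNA gene RNU4-2. The third, on chromosome 1 from 33282773 to 33283203, had a fold enrichment of 31.6 and lay in the promoter window of YARS1 and S100PBP. Fold enrichments of 29.3 and 29.3 followed at the U1 snRNA gene RNU1-1, from 16840033 to 16840739 on chromosome 1, and at the promoter of FAN1, from 31195807 to 31196239 on chromosome 15. The 32 bp around the summit of each of these 5 peaks occurred once in the hg19 genome. Over the whole list, 7 peaks (3.76%) had a summit sequence that occurred more than once. The paper states that the enrichment was not efficient and moved to another approach.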

To overcome this obstacle, we used an alternative approach, cleavage under targets and release using nuclease (CUT&RUN) (19, 20). To improve Elongin A enrichment, we modified the original protocol by fixing the cells with formaldehyde to stabilize the chromatin structure. 

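For Elongin A CUT&RUN with the goat antibody, the authors deposited 1 peak list for the 2 replicates of DLD1 cells, with 1 goat IgG library as the control. In this assay an antibody directs a nuclease to the protein in permeabilized cells, and the released DNA is sequenced. The reads were processed as for ChIP-seq, and MACS2 called the peaks against goat IgG. The paper's text does not say whether the replicates were pooled before peak calling or their calls combined afterward, and the list has no column per replicate, so each value stands without a replicate error. Read totals are not part of the list, and the depth is therefore unknown. Wilson 95% intervals given for shares of peaks cover counting error only. Peaks of 1 list are not independent replicates, and tests across peaks or genes describe this list. Genes were taken from GENCODE release 44 lifted to GRCh37, the build of hg19. A peak was assigned by its centre, in this order, to a promoter (1000 bp upstream to 100 bp downstream of a TSS), a transcript termination site (TTS, 100 bp upstream to 1000 bp downstream), a gene body, or else to the intergenic class.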

We performed CUT&RUN in DLD1, a human colon cancer cell line, with anti–Elongin A antibody (Fig. S1*B*) and immunoglobulin G (IgG) controls. 

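The goat antibody list covered 3994077 bp. Peak width had a median of 362 bp and an interquartile range of 258 to 523 bp, and reached 8791 bp. Fold enrichment over goat IgG had a median of 4.32, an interquartile range of 3.60 to 5.20, and a range of 1.90 to 43.6. The median −log10 q-value was 4.61. With stricter limits, 7844 peaks had a q-value under 0.01, and 6528 had one under 0.001. A fold enrichment of at least 5 moved the count most and left 2624 peaks. The median distance to the nearest other peak was 26.6 kb, and 795 neighboring peaks were separated by less than 1 kb. Merging peaks within 1 kb of each other gave 7924 regions. Density was highest on chromosome 19, with 6.40 peaks per Mb of ungapped sequence, and lowest among the autosomes and X on chromosome X, with 0.675. No peak lay on the mitochondrial genome. The strongest peak, on chromosome 17 from 56083465 to 56085376, had a fold enrichment of 43.6 and lay in the promoter window of SRSF1. The following 3 peaks also lay in promoter windows, with fold enrichments of 25.7 at SUGP2 and ARMC6, 25.6 at MCRS1 and PRPF40B, and 23.6 at NAPG. The fifth, at 21.2, lay on chromosome 1 from 149222610 to 149224092 next to the variant U1 snRNA gene RNVU1-18. The 32 bp at the summit occurred once in the genome for these 5 peaks and more than once for 264 peaks (3.03%) of the list.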

CUT&RUN allowed for a robust signal-to-noise ratio, resulting in the reproducible identification of 8720 Elongin A binding peaks (Fig. S1*A*). After comparison with Refseq annotations, we found that these peaks corresponded to Elongin A occupancy of 2064 genes. 

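With promoter, gene body and TTS peaks counted over all genes of the annotation, 6172 genes held at least 1 peak. Of these, 4309 were protein-coding and 1544 were long noncoding RNA genes. A single peak was found in 4432 genes, and 5 or more in 212. The count depended on the rule. Promoter peaks alone gave 2449 genes, and peaks with a fold enrichment of at least 5 gave 2414. Assigning every peak to the gene of its nearest TSS, intergenic peaks included, gave 6093. With the annotation limited to basic transcripts of genes that carry a curated RefSeq accession, a setting chosen after the data were seen, 4669 genes were occupied, of which 1663 had a promoter peak.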

Molecular pathway analysis of Elongin A occupied genes showed that ribosomal proteins, mRNA processing, ciliary, and VEGF signaling pathway proteins, as well as translation factors are among the top enriched categories (Fig. S1*C*).

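Among the categories named, ribosomal protein genes were tested as the genes whose symbols are RPL or RPS followed by a number, without pseudogenes. A peak in the promoter, gene body or TTS window was found at 62 of 78 ribosomal protein genes (79.5%, Wilson 95% interval 69.2 to 87.0%) and at 4247 of the 20071 other protein-coding genes (21.2%). The odds ratio was 14.4 (two-sided Fisher's exact test, p = 8.54e-28), and it lay between 12.3 and 15.5 under the alternatives tried. Promoter peaks alone were found at 43 of the 78 genes (55.1%) and at 8.79% of the other genes (odds ratio 12.7, Fisher's exact test, p = 4.71e-25). The strongest peaks at these genes had fold enrichments of 14.8 at RPS2, 14.5 at RPS9, 12.9 at RPL41, 12.1 at RPL35A and 10.9 at RPL3. RPL5 held 8 peaks, and RPL35A and RPL37A held 6 each. The other categories of Fig. S1C were not tested here.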

Next, we performed RNA-seq and RNAPII ChIP-seq analysis and compared these results with our Elongin A occupancy data. We found that Elongin A was enriched on actively transcribed genes and binding was highly correlated with active transcription (Fig. 1*A* and Fig. S1*D*). 

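Of the 73 CUT&RUN peaks that overlapped a ChIP-seq peak by at least 1 bp, 43 were among the top quintile of all CUT&RUN peaks by fold enrichment and 9 among the bottom quintile. Their median percentile was 93.9. The median fold enrichment was 6.94 at these peaks and 4.32 at the 8647 others, a difference of 0.63 in mean log2 fold enrichment (two-sided permutation test across peaks, p = 1e-05, the smallest that the permutations can give). The difference lay between 0.61 and 0.82 over the alternatives that used fold enrichment, the largest with an overlap of at least 50% of the smaller peak. By q-value, 54 of the 73 peaks were in the top quintile and 6 in the bottom quintile, with a median percentile of 94.7. The overlap was not confined to strong CUT&RUN peaks, since the 3 middle quintiles by fold enrichment held 7, 4 and 10 of these peaks.

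**Figure D1:**
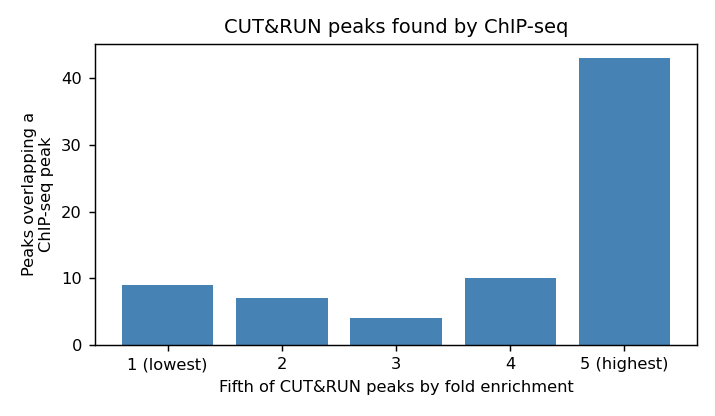
Number of CUT&RUN peaks overlapping a ChIP-seq peak (y axis) in each quintile of CUT&RUN peaks by fold enrichment (x axis, lowest to highest; 1744 peaks per quintile). The top quintile held 43 such peaks and the bottom quintile 9.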

We found that ChIP-seq peaks were also observed over some regions that exhibited strong Elongin A enrichment in CUT&RUN experiments (Fig. S1*D*). Metagene analysis of annotated Refseq genes suggests that Elongin A is enriched at TSS regions, gene bodies, and transcript end sites (TESs) (Fig. 1*B*). 

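The share of CUT&RUN peaks in each annotated region was compared with 1000 random placements of the same peaks on the ungapped sequence of their own chromosomes. Promoter windows held 24.9% of the peaks (2173 of 8720), 4.95 times the mean share of 5.04% in the random placements. The TTS windows held 7.50% (654 peaks), against a random mean of 5.01%. Both shares were above those of all placements (one-sided permutation test by placement, p = 0.000999, the smallest that 1000 placements can give). Gene bodies outside these windows held 49.5% (4318 peaks), and the random mean was 55.8%, with a range of 54.1 to 57.4%. Limiting the annotation to protein-coding genes changed this last comparison, with 43.5% of peaks in gene bodies against a random mean of 42.4%. Basic transcripts of genes with a curated RefSeq accession, chosen after the data were seen, reversed it. Their gene bodies held 51.6% of peaks, against a random mean of 49.6% with a range of 48.0 to 51.3%. Averaged signal over genes was not computed, since the peak list holds no coverage.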

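Gene length was compared between genes with Elongin A peaks in different parts. Among genes with a promoter peak, the 716 that also had a gene body or TTS peak had a median length of 37.1 kb, and the 1733 with promoter peaks only had a median of 16.7 kb. The difference in mean log10 length was 0.340 (two-sided permutation test across genes, p = 1e-05, the smallest that the permutations can give), and it lay between 0.171 and 0.594 under the alternatives tried. A longer gene also offers more sequence in which a peak can fall. Protein-coding genes longer than 3 kb were therefore divided into tertiles by length (3.00 to 17.7 kb, 17.7 to 56.4 kb and above), and the TTS windows, 1 for each annotated transcript, were examined. With a promoter peak present, a TTS peak was found at 101 of 606 genes in the shortest tertile (16.7%, Wilson 95% interval 13.9 to 19.8%), 55 of 585 in the middle tertile (9.40%, 7.29 to 12.0%) and 23 of 546 in the longest tertile (4.21%, 2.82 to 6.24%). Without a promoter peak, the shares were 2.51%, 1.98% and 1.72%. A gene with more transcript ends has more such windows. With 1 window per gene, at the end of the gene, a comparison added after these values were seen, the shares were 11.1% (67 genes, Wilson 95% interval 8.80 to 13.8%), 3.76% (22 genes) and 1.10% (6 genes) with a promoter peak and 1.52%, 0.973% and 0.519% without one. Gene body peaks were found at 12.4%, 23.1% and 42.7% of the genes with a promoter peak, from the shortest tertile to the longest, but their density fell from 1.87 to 1.31 and 0.655 peaks per 100 kb. The density also fell in genes without a promoter peak, from 0.504 to 0.360 and 0.242. In both groups, a peak more than 100 bp downstream of a TSS counted as a gene body peak. Such a peak near the TSS adds less density in a longer gene by construction.

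**Figure D2:**
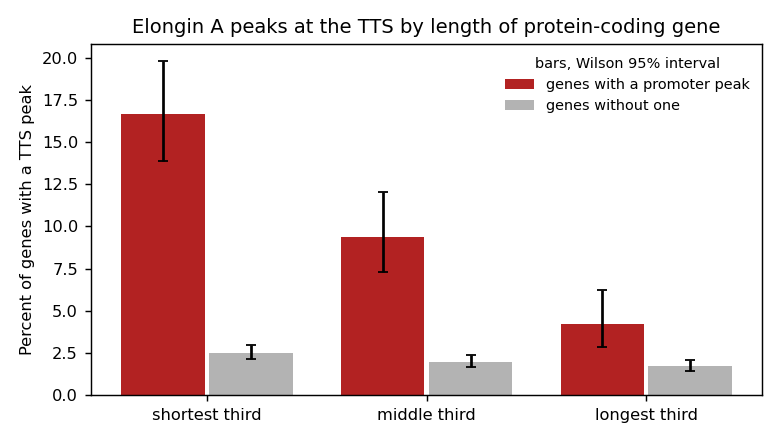
Percent of protein-coding genes longer than 3 kb with an Elongin A peak in a TTS window (y axis) by length tertile (x axis), for genes with and without a promoter peak. Bars on the columns are Wilson 95% intervals. The share falls from 16.7% to 4.21% where a promoter peak is present and from 2.51% to 1.72% where it is absent.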

Interestingly, we found that we were more likely to observe Elongin A enrichment on gene bodies and regions downstream of the TES on short genes, whereas on longer genes, we were more likely to observe Elongin A enrichment only at TSS-proximal regions (Fig. 1*A*, Fig. S1*E*). These results suggest that Elongin A may only travel with the RNAPII complex up to a certain distance downstream of TSS or that Elongin A has more important roles near TSS. 

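Peak summits of the goat antibody list were counted around the nearest TSS. With all annotated genes, 1060 summits lay 1 to 500 bp upstream and 1111 lay 1 to 500 bp downstream, so that 48.8% were upstream (Wilson 95% interval 46.7 to 50.9%; two-sided exact binomial test, p = 0.283). With TSSs of protein-coding genes, 53.8% of 1762 summits were upstream (p = 0.00153, exact binomial test). Within 200 bp of the TSS of any annotated gene, 39.9% of 1274 summits were upstream (p = 5.03e-13, exact binomial test). Within 200 bp of the TSS of a protein-coding gene, a setting added after the data were seen, 407 summits were upstream and 585 downstream (41.0% upstream, exact binomial test, p = 1.76e-08). In bins of 50 bp, the highest count was 228 summits at 100 to 150 bp downstream for all genes, and 171 at 0 to 50 bp downstream for protein-coding genes. A second, broader maximum lay upstream, with 148 summits between 200 and 150 bp upstream for all genes and 132 between 250 and 200 bp upstream for protein-coding genes. A summit marks the highest point of a peak and does not weigh the signal around it.

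**Figure D3:**
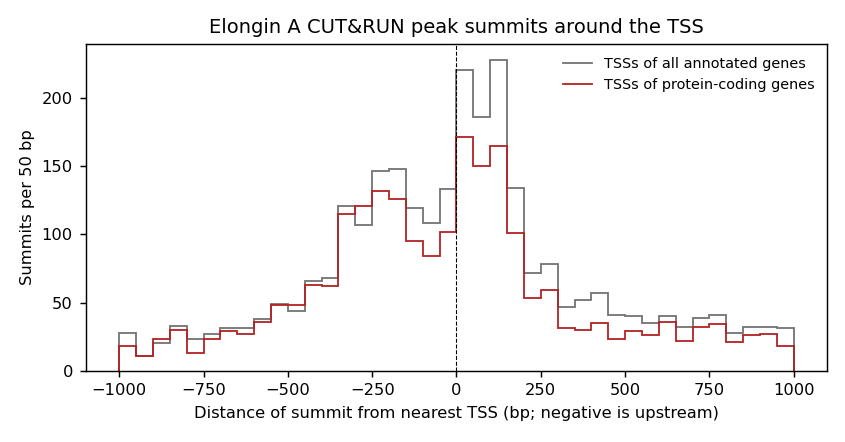
Number of Elongin A CUT&RUN peak summits per 50 bp (y axis) by distance from the nearest TSS in bp (x axis, negative is upstream), for TSSs of all annotated genes and of protein-coding genes. Both lines have a maximum just downstream of the TSS, of 228 and 171 summits, and a broader one upstream.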

Interestingly, when we plotted Elongin A CUT&RUN signal in the immediate vicinity of the TSS, we found that Elongin A enrichment is stronger immediately upstream of the TSS than downstream (Fig. S1*F*). Our analysis also suggested that Elongin A enrichment correlated with gene expression levels. We ranked Refseq genes based on their expression levels (fragments per kilobase per million mapped reads [FPKM]) and divided them into four groups. We then quantified average Elongin A enrichment on each group of genes and found that genes with higher expression levels tended to show stronger Elongin A enrichment (Fig. 1*C*). Plotting individual genes on heat maps likewise showed a clear correlation between gene expression and Elongin A enrichment (Fig. 1*D*). We also ranked Refseq genes on heat maps based on their Elongin A enrichment and simultaneously plotted enrichment of RNAPII on individual genes. The results suggest that genes with greater Elongin A enrichment also tend to be more highly transcribed (Fig. 1*E*). Our results therefore provide the first genome-wide maps of Elongin A occupancy and indicate a clear correlation between the binding of this factor and gene expression levels. These observations are consistent with results from an independent study (21).

**Figure 1:**
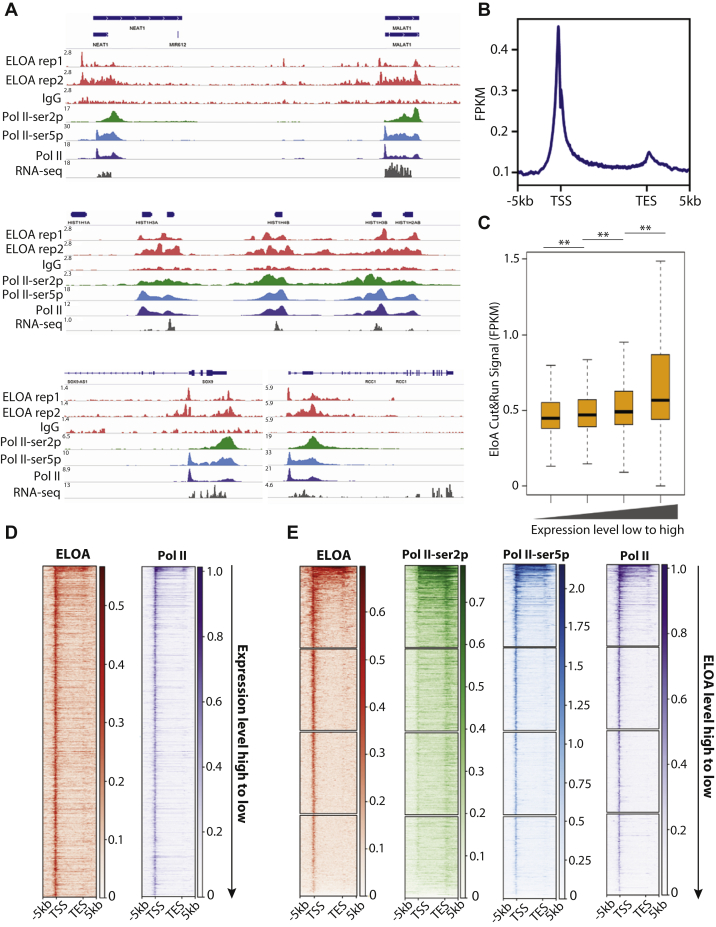
**Characterization of the Elongin A biding site genome-wide by CUT&RUN.***A*, representative screenshots showing Elongin A CUT&RUN enrichment at transcribed regions and its colocalization with RNAPII and RNA-seq signal. *B*, the metaplot of average Elongin A CUT&RUN signal on 4544 expressed, nonoverlapped Refseq genes from TSS to TES. *C*, correlation between Elongin A signal and gene expression. *D*, heat maps of Elongin A and RNAPII signal on 4544 expressed, nonoverlapped Refseq genes. Genes were ranked by their expression level (high to low). *E*, heat maps of Elongin A and RNAPII–ser2p, pol II–ser5p, and total pol II signal on 4544 expressed, nonoverlapping Refseq genes. Genes were ranked by Elongin A occupancy (high to low). CUT&RUN, cleavage under targets and release using nuclease; RNAPII, RNA polymerase II. ∗∗ stands for *p* < 0.05.

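Goat antibody CUT&RUN peaks were counted at the genes of Fig. 1A, each with 1 kb on either side. NEAT1 (chromosome 11, 65190245 to 65213011) held 4 peaks, all between 65191222 and 65195154, with a highest fold enrichment of 6.21. MALAT1 (65265111 to 65275544 on the same chromosome) held 7 peaks spread from 65265237 to 65275814, with fold enrichments of 2.96 to 6.89. At the histone genes on chromosome 6, no peak was found within 1 kb of HIST1H1A (26017260 to 26018015), 1 peak, from 26020735 to 26022510 with a fold enrichment of 4.88, overlapped HIST1H3A (26020679 to 26021186) but had its summit outside it, 332 bp upstream of the TSS of the next histone gene, H4C1, and 2 peaks with fold enrichments of 4.01 and 3.33 lay at HIST1H2AB. SOX9 (chromosome 17, 70117161 to 70122557) had 2 peaks at its promoter, with fold enrichments of 7.49 and 6.82, and 2 in its TTS window, with 4.65 and 4.97. No SOX9 peak centre lay in between. RCC1 (chromosome 1, 28832455 to 28865812) held 7 peaks. The strongest of these spanned 28833562 to 28839545, had a fold enrichment of 13.3, ranked 27 in the list, and had its summit within the host gene of small nucleolar RNAs SNHG3, which overlaps RCC1. The other 6 peaks at RCC1 had fold enrichments of 2.95 to 5.09, and the summit sequence of the weakest occurred 31 times in the genome.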

### Elongin A localizes to potential enhancers

Analysis of our Elongin A binding data suggests that ∼30% of the peaks localize to intergenic regions (Fig. 2*A*, Fig. S2*B*), and this observation prompted us to further investigate these binding events. 

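Under the annotation with all genes, 1575 of the peaks (18.1%, Wilson 95% interval 17.3 to 18.9%) were intergenic. Random placements of the same peaks gave a mean intergenic share of 34.2%, with a range of 32.3 to 35.8%. The set of genes moved this share most. With protein-coding genes only, 2636 peaks (30.2%) were intergenic, against a random mean of 51.4%. Peaks with a fold enrichment of at least 5 were intergenic in 17.8% of cases, close to the share among all peaks. Small RNA genes were examined as a possible content of these regions, with snRNA, snoRNA, miRNA and similar genes left out of the annotation that defined intergenic peaks. Of the 1589 intergenic peaks so defined, 14 (0.881%) lay within 500 bp of a small RNA gene, where random placement gave 6.77 on average (one-sided permutation test by placement, p = 0.018). From the share of intergenic peaks, the paper went on to examine transcription at these regions.

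**Figure D4:**
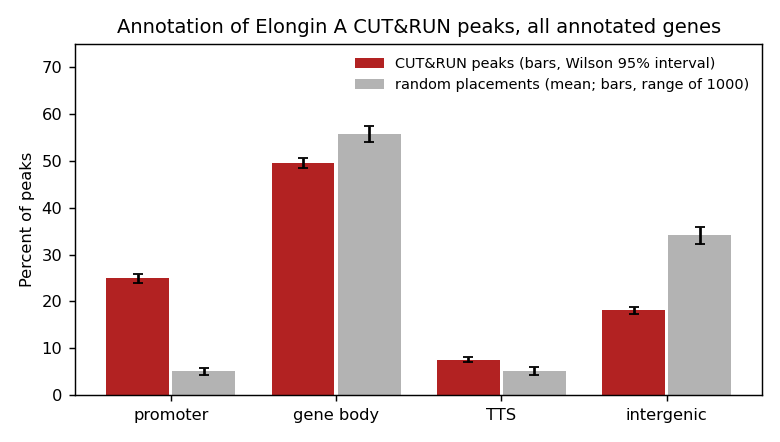
Percent of Elongin A CUT&RUN peaks (y axis) in promoter, gene body, TTS and intergenic regions (x axis), beside random placements of the same peaks. Bars on the columns are Wilson 95% intervals for the peaks and the range of 1000 placements for the random shares. Promoter peaks exceed their random share, and intergenic peaks, at 18.1%, lie under theirs.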

First, we investigated whether these regions were actively transcribed by analyzing nascent transcription genome-wide using a pulse of 4-thiouridine (4sU) and high-throughput sequencing (4sU-seq). Interestingly, many of the intergenic peaks bound by Elongin A also exhibited prevalent nascent transcription (Fig. 2*B*), and at some regions, the transcription activity appears to be bidirectional (Fig. S2*A*). Thus, we speculated that these regions could be active enhancers. We also compared these intergenic peaks with RNAPII ChIP-seq data and observed strong enrichment for Pol II over these peaks (Fig. 2, *B*–*D*). Because ChIP-seq data are not publicly available for DLD1 cells, we took advantage of ChIP-seq data for H3K27ac and H3K4me1 in HCT116, another widely used colon cancer cell line, available through ENCODE, because enhancers tend to be conserved in a lineage-specific and cell type–specific manner. We compared these two enhancer marks with intergenic Elongin A peaks and observed strong enrichment for H3K27ac and H3K4me1 near these intergenic peaks (Fig. 2, *C*–*D*, and Fig. S2*C*). In contrast, a repressive mark, H3K27me3, did not show any enrichment at these peaks (Fig. 2, *C*–*D*, and Fig. S2*C*). Although DLD1 cells do not have enhancer annotations available, our results suggest that the intergenic Elongin A is recruited to potential enhancer regions and that Elongin A may participate in the transcription of enhancer RNAs (eRNAs). Importantly, independent studies in mouse embryonic stem (ES) cells, which have well annotated enhancers, confirmed that Elongin A localizes to enhancers (21).

**Figure 2:**
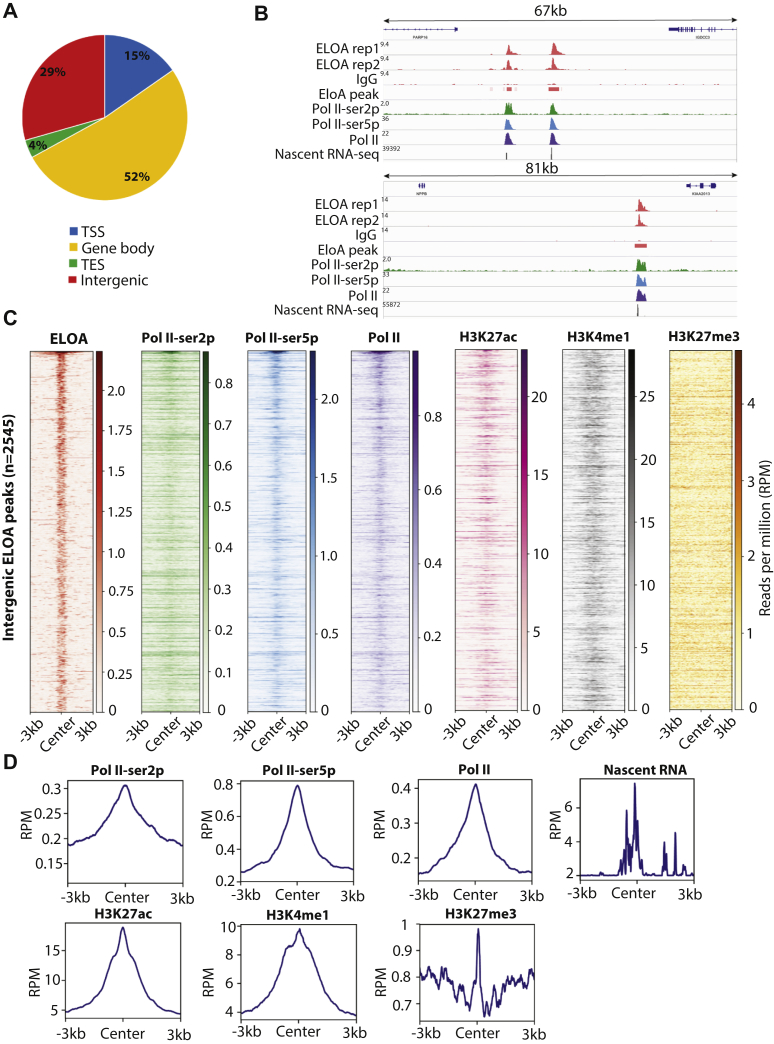
**Elongin A occupies intergenic regions that are potential enhancers.***A*, annotation of Elongin A peaks. *B*, representative screenshots showing Elongin A CUT&RUN signal at intergenic regions and its colocalization with RNAPII and nascent transcripts. *C*, heat maps of different ChIP-seq signals on 2545 intergenic Elongin A peaks. Heat maps were centered on the summit of the Elongin A peak. *D*, the metaplot of different ChIP-seq and nascent RNA-seq signals on the 2545 intergenic Elongin A peaks. Plots were centered on the summit of the Elongin A peak. CUT&RUN, cleavage under targets and release using nuclease; RNAPII, RNA polymerase II; TESs, transcript end sites.

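Between the basic transcripts of PARP16 and IGDCC3 (chromosome 15, 65579222 to 65619464), the goat antibody list held 6 peaks. The 2 strongest both had a fold enrichment of 13.6 and ranked 23 and 25 in the list. The first, from 65596494 to 65598544, covered the U5 snRNA gene RNU5B-1 (65597015 to 65597130). The other, from 65588507 to 65589431, began just downstream of the U5 snRNA gene RNU5A-1 (65588389 to 65588504), within an intron of a longer PARP16 transcript. The remaining 4 peaks had fold enrichments of 3.26 to 5.73. In the ChIP-seq list, 2 peaks lay at the same 2 snRNA genes, with fold enrichments of 28.8 at RNU5A-1 and 24.2 at RNU5B-1. Between NPPB and KIAA2013 (chromosome 1, 11919003 to 11979647), 1 goat antibody peak was found. It spanned 11967646 to 11970379, had a fold enrichment of 15.1, ranked 14 by fold enrichment and 2 by q-value, and covered the U5 snRNA gene RNU5E-1 (11968209 to 11968328). Its summit lay in an exon of a long noncoding RNA gene. The 32 bp at the summit of each of these peaks occurred once in the genome.

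**Figure D5:**
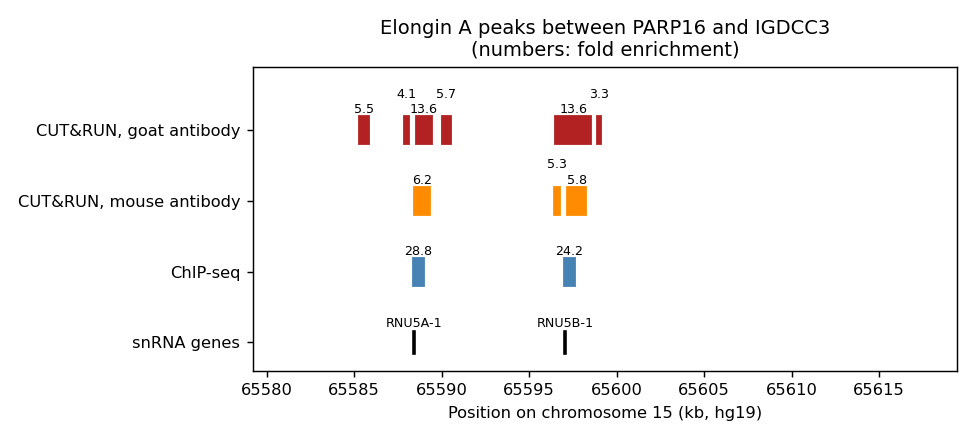
Map of the region between PARP16 and IGDCC3 on chromosome 15 (x axis, position in kb, hg19) with the peaks of the goat antibody, mouse antibody and ChIP-seq lists and the U5 snRNA genes (y axis). Numbers are fold enrichments within each list. The strongest peaks of the goat antibody and ChIP-seq lists lie at RNU5A-1 and RNU5B-1.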

### Elongin A associates with factors related to transcription

In an effort to explore regulatory roles for Elongin A, we sought to screen for its associated proteins. We constructed a DLD1 cell line expressing Flag-tagged Elongin A at endogenous levels and performed a screen for interacting proteins using anti-Flag immunopurification of solubilized chromatin. We analyzed Elongin A–interacting partners by mass spectrometry and identified a large group of Elongin A–associated proteins (Fig. S2, *D*–*E*). We confirmed a subset of interacting proteins by immunoprecipitation and Western blotting (Fig. 3*A*, Fig. S2*E*). Consistent with previous studies, we identified RNAPII subunits and found that a large number of peptides originated from proteins related to transcription elongation and RNA processing. Among the top hits, we identified nearly all subunits of the PAF1 complex, except for RTF1, which does not stably associate with mammalian PAF1 (22). Concordantly, in our previous PAF1 proteomic study, Elongin A was also among the top hits (7), and studies from Ardehali *et al.* (21) also revealed stable interactions between Elongin A and PAF1 complex subunits, attesting to their conserved interactions across species and cell lines. We also identified several subunits of the Integrator complex, a multisubunit complex that has been shown to participate in eRNA processing (23), a finding consistent with our conclusion that Elongin A localizes to potential enhancers. Collectively, our results suggest that Elongin A stably interacts with RNAPII and the transcription machinery on chromatin.

**Figure 3:**
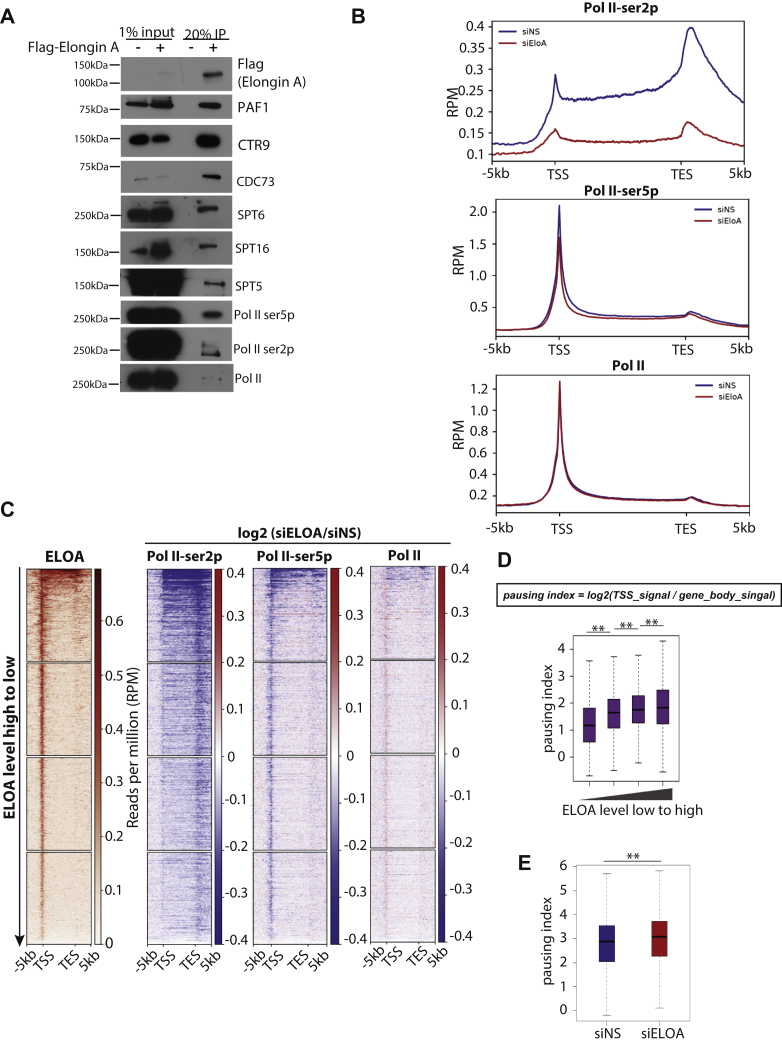
**Elongin A associates with a group of transcription elongation/processing factors and regulates RNAPII.***A*, Western blots validating Elongin A–interacting partners identified by mass spectrometry in DLD1 cell. *B*, the metaplot of average ChIP-seq enrichment on 4544 expressed, nonoverlapped Refseq genes in control (siNS) and Elongin A–depleted (siEloA) cells. *C*, heat maps of the log_2_ fold change upon Elongin A depletion for each ChIP-seq on 4544 expressed, nonoverlapped Refseq genes. Genes were ranked by Elongin A occupancy (high to low). Note that negative values (*blue*) indicate a reduced signal upon Elongin A depletion. *D*, correlation between the Elongin A signal and pausing index. *E*, the pausing index in control and Elongin A–depleted cells. ChIP, chromatin immunoprecipitation; RNAPII, RNA polymerase II.

### Loss of Elongin A affects phosphorylated RNAPII

Given that Elongin A associates with RNAPII and a large group of elongation/processing factors, we asked how Elongin A modulates RNAPII transcription after successfully depleting Elongin A with an siRNA pool (Fig. S3*A*). We first performed RNAPII ChIP-seq in control and Elongin A–depleted cells, and we monitored total RNAPII as well as Ser5- and Ser2-phosphorylated forms. Ser5 first appears during the initiation phase at the TSS and is most strongly enriched over early gene bodies, whereas Ser2 phosphorylation correlates with elongating polymerase and is more highly enriched on gene bodies (1). Although we did not observe significant changes in the total RNAPII distribution upon Elongin A depletion, Ser2-phosphorylated RNAPII was dramatically reduced upon Elongin A depletion. Ser5-phosphoylated RNAPII level also diminished after Elongin A depletion, although to a lesser extent than the Ser2-phosphorylated form (Fig. 3*B*, Fig. S3, *B*–*C*). When we ranked Refseq genes based on their Elongin A enrichment, we found that genes with higher Elongin A occupancy also exhibited stronger reductions in phosphorylated RNAPII (Fig. 3*C*, Fig. S2*D*). We also observed a similar pattern at intergenic Elongin A peaks (Fig. S2*E*).

Given that (1) we observed strong reductions in ChIP-seq experiments detecting enrichment of Ser2-phosphorylated, but not total, RNAPII (which primarily corresponds to the unphosphorylated form binding proximal to TSS regions) (Fig. 3*B*) in Elongin A–depleted cells, and (2) Elongin A is highly enriched near the TSS, we examined the relationship between Elongin A enrichment and RNAPII pausing. To address this, we used RNAPII ChIP-seq data to calculate the “pausing index,” defined as the ratio of promoter signal to gene body signal. We then ranked, and divided into four groups, all Elongin A–bound genes based on the levels of factor recruitment and compared Elongin A enrichment with the pausing index. We found that genes with stronger Elongin A enrichment tended to have a higher pausing index (Fig. 3*D*), consistent with independent observations in mouse ES cells (21). Next, we examined the impact of Elongin A depletion on pausing. We found that there was increased pausing in Elongin A–depleted cells (Fig. 3*E*). These results suggest that Elongin A may participate in the release of paused RNAPII into a productive elongation complex.

### Loss of Elongin A did not significantly alter gene expression

We then asked whether loss of Elongin A alters the transcriptome and performed RNA-seq on control and Elongin A–depleted cells. Our analyses revealed that a relatively small group of genes exhibited a significant change (fold change >1.5, q-value < 0.1) upon Elongin depletion (Fig. 4*A*, Fig. S4*A*), as 264 genes were upregulated, and 257 genes were downregulated. To monitor nascent transcription, we also performed RNA-seq using a short 4sU pulse (10 min). Analysis with 4sU-seq suggested that, overall, there were no significant or consistent changes in nascent transcription profiles in Elongin A–depleted cells as compared with controls (Fig. 4*B*, Fig. S4*B*). In addition, we did not observe significant changes in nascent transcription levels near the TSS (Fig. 4*C*, Fig. S4*C*), suggesting that transcription initiation is not affected in the absence of Elongin A.

**Figure 4:**
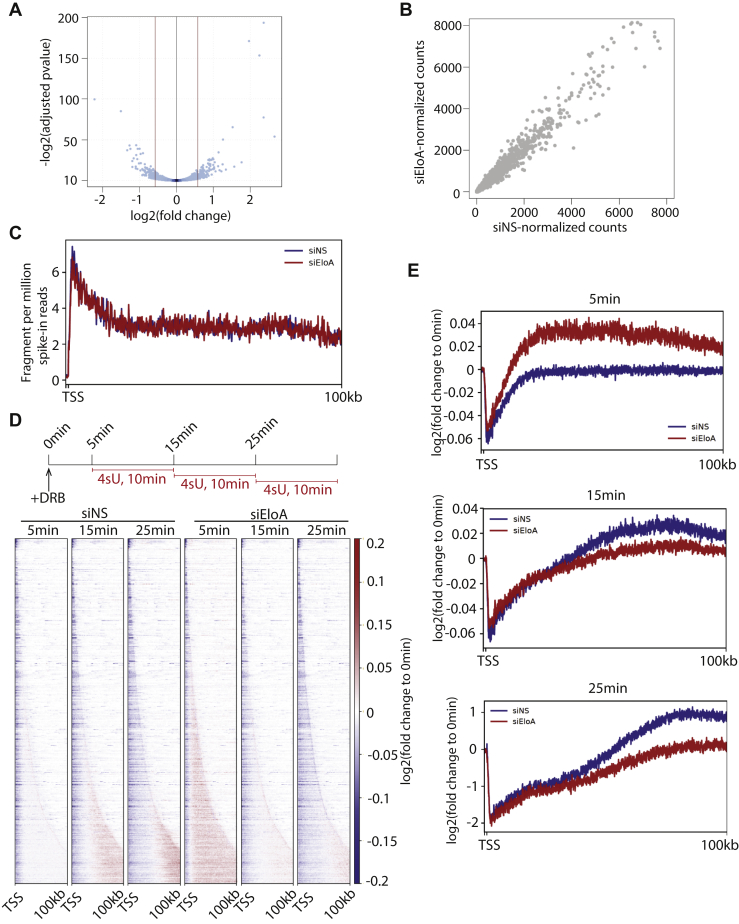
**Impact of Elongin A depletion on gene expression and elongation rates.***A*, volcano plot representing RNA-seq results in control and Elongin A–depleted cells indicating that a small number of genes were differentially expressed. *B*, the dot plot showing the DESeq2-normalized read counts of 4sU-seq in control (siNS) and Elongin A–depleted cells (siEloA). We failed to identify differentially expressed genes in 4sU-seq. *C*, the metaplot of 4sU-seq signal in control (siNS) and Elongin A–depleted cells (siEloA). *D*, *Top*, the scheme of the experimental design to measure the elongation rate. *Bottom*, heat maps of log_2_ fold change at each a time point compared with 0 min. Note that negative values (*blue*) indicate clearance of reads. 4544 expressed, nonoverlapping Refseq genes were ranked by the length (short to long). *E*, metaplot of log_2_ fold change at each time point compared with 0 min. Note that at 5 min, the *red line* (siEloA) is closer to TSS, suggesting that there may be a delay in the clearance of 4sU signal. 4sU, 4-thiouridine.

Prior studies suggested that Elongin A stimulates the RNAPII elongation *in vitro* (10). However, whether Elongin A is also critical for RNAPII elongation *in vivo* has not been investigated. Our proteomic screen identified a group of elongation factors as Elongin A–associated proteins. This prompted us to ask whether Elongin A also affected RNAPII elongation rates *in vivo*. To this end, we treated cells with DRB and performed 4sU-seq at different time points (Fig. 4*D*). Because DRB inhibits the release of paused RNAPII into a productive elongation complex, this method allowed us to track the clearance of existing elongating RNAPII complexes over gene bodies with time. We plotted the signal at each time point as a function of the 0-min time point (no DRB). Thus, a negative log_2_ value suggests decreased signal (clearance). Our analysis suggested that this method is robust, as we can clearly observe clearance of 4sU signal from the TSS with time (Fig. 4, *D*–*E*). Although we observed modest delays in 4sU clearance at some early time points (5 min) upon Elongin A depletion (Fig. 4*E*, Fig. S4*E*), the effect did not appear to be dramatic. More importantly, we did not observe similar delays upon Elongin A depletion at other time points. (Fig. 4, *D*–*E*, Fig. S4, *D*–*E*). These results suggest that Elongin A does not significantly enhance RNAPII elongation rates, as it does under certain *in vitro* conditions (10). Importantly, studies in mouse ES cells yielded similar results (21), suggesting that Elongin A is not a major factor for regulation of elongation rates *in vivo*.

## Discussion

The Elongin complex was one of the first complexes identified to be required for proper RNAPII elongation rates *in vitro* more than 2 decades ago, yet its impact on RNAPII elongation and transcription *in vivo* has not been explored. Here, we provide a comprehensive analysis of the impact of Elongin A on RNAPII elongation and transcription genome-wide. We note that although our studies were in progress, independent work using mouse ES cells provided results that largely recapitulated the findings in our study (21).

Prior studies by Kawauchi *et al.* (17) showed using immunofluorescence that Elongin A colocalizes with newly synthesized RNA, and ChIP-quantitative PCR experiments suggested that Elongin A occupied genes induced upon stress treatment. Here, we used a newly established method, CUT&RUN, to map Elongin A binding sites genome-wide in unperturbed mammalian cells. Our results suggest that Elongin A localizes to actively transcribed regions and potential enhancer regions, and we found that Elongin A enrichment positively correlated with gene expression levels. We observed the strongest Elongin A enrichment near TSS regions and also observed enrichment within gene bodies and regions downstream of TESs. Elongin A enrichment appears to be higher at TSS-proximal regions than other genic regions. Interestingly, a closer inspection of the distribution of Elongin A near the TSS suggests that Elongin A could be loaded preferentially upstream of the TSS rather than downstream (Fig. S1*F*). This enrichment is different from the canonical RNAPII profile, wherein RNAPII is skewed toward regions downstream of the TSS. This could suggest that Elongin A plays a more important role in antisense transcription or that Elongin A is loaded onto genes before RNAPII. However, we were not able to detect changes in antisense transcription or transcription directionality with our 4sU-seq data (data not shown). Our immunoprecipitation results suggest that Elongin A associates more robustly with RNAPII–Ser5p than with RNAPII–Ser2p (Fig. 3*A*). However, RNAPII ChIP-seq results suggest that Elongin A–depleted cells show enhanced promoter RNAPII pausing and dramatically reduced RNAPII–Ser2p levels (Fig. 3, *B* and *E*). In addition, we found that genes with stronger Elongin A enrichment also tended to have a higher pausing index (Fig. 3*D*). These results suggest that Elongin A is potentially involved in the release of paused RNAPII into productive elongation complexes. This is consistent with the fact that Elongin A is more highly enriched at the TSS than other genic regions. Accordingly, we observe strong reductions in the level of RNAPII–Ser2p genome-wide upon Elongin A depletion, whereas the levels of total RNAPII did not change significantly.

Our CUT&RUN results showed that many intergenic regions exhibit strong Elongin A enrichment. Closer examination of these intergenic regions revealed that these regions are also enriched for RNAPII and nascent transcripts, suggesting that these regions are potential enhancers. Furthermore, by examining nascent transcription, we found that the transcription from some of these regions is bidirectional (Fig. S2*A*), which is a feature of eRNA (24). Although enhancers have not been annotated in DLD1 cells, data from HCT116, another colon cancer cell line, showed that these Elongin A–occupied intergenic regions are enriched for enhancer histone marks. These results indicate a possible role for Elongin A at enhancers. However, whether Elongin A participates in the transcription of eRNA and/or 3D chromatin architecture remains to be investigated.

*In vitro* studies suggest that Elongin A can stimulate RNAPII elongation on a DNA template. However, we did not observe a dramatic impact on RNAPII elongation rates in Elongin A–depleted cells *in vivo*. It should be noted that prior *in vitro* studies were performed under conditions where limiting factors and low concentrations of NTP were provided. Under such conditions, Elongin A can dramatically reduce the time for full-length transcripts to appear. It would be difficult to recapitulate such conditions *in vivo*, and the *in vitro* method did not allow one to track the movement of RNAPII along the entire gene over time. Our data for the first time suggest that Elongin A does not stimulate RNAPII elongation rates *in vivo*. Alternatively, Elongin A may be a positive regulator of RNAPII elongation, but other elongation factors can compensate to modulate elongation rates in its absence. Notably, apart from Elongins A, B, and C, the human Elongin family includes two other members, Elongin A2 and Elongin A3. Both Elongins A2 and A3 share structural similarity with Elongin A, can form complex with Elongin BC, and can stimulate transcription *in vitro* (25, 26). It remains possible that one or both of these proteins can compensate for the absence of Elongin A.

In our screen for Elongin A–interacting partners, we found that subunits of the PAF1 complex were among the top hits, and in our prior PAF1 proteomic study, Elongin A was also among the top hits, suggesting strong and stable interactions between the two complexes. Our Elongin A and Paf1 proteomes share many common hits, such as the FACT complex, SPT5, SPT6, Integrator complex, and others. However, Elongin A and PAF1 seem to affect transcription in very different ways. For example, we observed dramatic decreases in RNAPII elongation rates and accumulation of RNAPII on genes in Paf1-depleted cells (7). In Elongin A–depleted cells, however, we did not observe dramatic changes in the elongation rate, whereas the RNAPII–Ser2p level was dramatically reduced. We find it unlikely that these differences can be explained by cell-type differences, although currently, we cannot formally rule out this explanation. Rather, Elongin A and PAF1 may regulate transcription in a very different manner, and although these proteins are likely to exist in the same complex, they may not function synergistically.

In addition to the PAF1 complex, we also captured several other factors involved in transcription elongation, suggesting that Elongin A may associate with elongating polymerase. However, Elongin A does not appear to affect RNAPII elongation significantly, suggesting it may have a role in fine-tuning transcription. Interestingly, we also captured many splicing factors in our experiment, suggesting that Elongin A may be involved in mRNA processing, although further studies are needed to validate whether Elongin A affects transcript processing.

Previous studies suggested that Elongin A is required for transcriptional induction of certain genes in response to different stimuli. Here, we did not observe many differentially expressed genes upon Elongin A depletion in DLD1 cells under normal culture conditions. Even when we set the fold-change threshold to 1.5-fold, we only observed a small group of differentially expressed genes (Fig. 4*A*), and we also did not observe significant changes in nascent transcription levels or transcription initiation by 4sU-seq. Whether Elongin A is required for transcription induction in response to stimuli *in vivo*, however, needs to be further investigated.

## Experimental procedures

### Cell culture and transfection

DLD1 cells were purchased from ATCC (CCL-221) and grown in RPMI (Corning) supplemented with 10% fetal bovine serum and 1% penicillin and streptomycin. Elongin A siRNA was purchased from Horizon Discovery (siGENOME SMARTPool, M-005143-03). All siRNAs (final concentration 50 nM) were delivered using Lipofectamine RNAiMax (Invitrogen) as per the manufacturer’s protocol. Cells were harvested 48 h after transfection for downstream analysis.

### ChIP and ChIP-seq

ChIP was performed as previously described (27). Briefly, cells were fixed with 1% formaldehyde for 10 min at RT and quenched with 0.125 M glycine at RT for another 10 min. Cells were then washed with PBS, scraped off the culture plate, and collected by centrifugation. Cell pellets were first treated with ChIP buffer 1 (50-mM Hepes, pH 7.5, 140-mM NaCl, 1-mM EDTA, 10% glycerol, 0.5% NP-40, and 0.25% Triton X-100) for 10 min at 4 °C. Lysates were centrifuged at 4 °C, 4000 rpm for 10 min, and the supernatant was discarded. The pellets were then treated with ChIP buffer 2 (10-mM Tris, pH 8.0, 200-mM NaCl, 1-mM EDTA, and 0.5-mM EGTA) at RT for 10 min. Lysates were centrifuged at 4 °C, 4000 rpm, for 10 min, and the supernatant was discarded. The pellets were resuspended in ChIP buffer 3 (10-mM Tris, pH 8.0, 1-mM EDTA, 0.5-mM EGTA, and 0.5% sodium sarkosyl) and sonicated on ice to an average length of 300 bp. Lysates were then centrifuged at 4 °C, 13,000 rpm, for 15 min, and the supernatant (chromatin) was collected and used for ChIP. Twenty five milligram of chromatin was used for each ChIP reaction. Chromatin was precleared with protein A Sepharose beads at 4 °C for 1 h before incubating with 2 μg of antibody overnight. The next day, lysates were incubated with protein A Sepharose beads for 4 h. Beads were washed with a wash buffer (50 mM Hepes pH 7.6, 500 mM LiCl, 10 mM EDTA, 1% NP-40, 0.7% sodium deoxycholate) 8 times, and antibody-bound chromatin was eluted by incubating the beads in an elution buffer (10-mM Tris, pH 8.0, 1-mM EDTA, 1% SDS) at 65 °C for 20 min. All buffers were supplemented with protease and phosphatase inhibitors. ChIP-seq libraries were generated as described (28) and sequenced by paired-end Illumina sequencing.

The following antibodies were used for ChIP in this study: PolII-ser2p (Abcam, ab5095), PolII-ser5p (Abcam, ab5131), and PolII (BioLegend, 664906).

### CUT&RUN

CUT&RUN was performed as described by Skene *et al.* (19) with the following modifications. Cells were fixed with 1% formaldehyde at RT for 10 min and quenched with 0.125 M glycine for another 10 min at RT. Cells were then washed with PBS, and 10^6^ formaldehyde-fixed cells were used for each CUT&RUN reaction. We included 0.1% Tween-20 and 0.1% BSA and removed spermidine from the original wash buffer recipe to prevent clumping of concanavalin A–coated magnetic beads. Digitonin (0.05%) was used for permeabilization and 1.5-μg Elongin A antibody or normal goat IgG was used in each reaction. The final DNA product was extracted with phenol–chloroform and used to make sequencing libraries using methods similar to ChIP-seq library preparation with 14 PCR cycles. The CUT&RUN libraries were sequenced by paired-end Illumina sequencing.

The following antibodies were used in CUT&RUN experiments in this study: Elongin A (Santa Cruz Biotechnology, sc-1557), rabbit anti-goat IgG (Thermo Fisher Scientific, 31105), and goat IgG (Invitrogen, 02-6202).

### Immunopurification and mass spectrometry

WT DLD1 cells or DLD1 cells stably expressing Flag-tagged Elongin A were used for immunopurification of soluble chromatin. To extract the chromatin fraction, cell pellets were first resuspended in solution A (10-mM Hepes, pH 7.9, 10 M KCl, 1.5-mM MgCl_2_, 0.34 M sucrose, 10% glycerol, and 1-mM DTT) supplemented with 0.1% Triton X-100 and incubated on ice for 5 min. The lysate was then centrifuged at 4 °C, 1400*g*, for 5 min. The supernatant was discarded. The pellet (nuclei) was resuspended with buffer A supplemented with 1-mM CaCl_2_ and 5 U/μl MNase and incubated at RT for 30 min. MNase digestion was stopped by adding EGTA to a final concentration 1 mM, and the lysate was centrifuged at 4 °C, 1400*g*, for 5 min. The supernatant was discarded. The pellet was then resuspended in solution B (2-mM EDTA, 0.2-mM EGTA, and 1-mM DTT) and incubated on ice for 30 min. The lysate was then centrifuged at 4 °C, 1700*g*, for 5 min, and the supernatant was collected and used for purification (immunoprecipitation). 1 mg of the chromatin lysate was used for each IP. Hepes, pH 7.6, NaCl, and NP-40 were added to the lysate at a final concentration of 25-mM Hepes, pH 7.6, 150-mM NaCl, and 0.1% NP-40. The lysate was precleared with protein A/G beads for 1 h at 4 °C and then incubated with Flag-M2 beads (Sigma, A2220) for 4 h at 4 °C with rotation. Beads were then washed with a wash buffer (25-mM Hepes, pH 7.6, 150-mM NaCl, and 0.1% NP-40) 5 times. For mass spectrometry, beads were eluted with an elution buffer (0.2-M Tris, pH 7.5, 150-mM NaCl, and 1-mM DTT) supplemented with 2 mg/ml 3X Flag peptide for 45 min at 4 °C. For immunoblots, beads were eluted with Laemmli buffer and boiled for 5 min. All buffers were supplemented with protease and phosphatase inhibitors.

The following antibodies were used for immunoblots in this study: Elongin A (Bethyl Laboratories, A300-943), Flag (Sigma, F1804), PAF1 (Bethyl Laboratories, A300-173), CTR9 (Bethyl Laboratories, A301-395), CDC73 (homemade), SPT6 (Bethyl Laboratories, A300-801), SPT16 (Cell Signaling Technology, 12191), SPT5 (Bethyl Laboratories, A300-868), PolII (BioLegend, 664906), PolII-ser2p (Bethyl Laboratories, A300-654), and PolII-ser5p (Abcam, ab5131).

Mass spectrometry analysis was performed at NYU School of Medicine Proteomics Laboratory. Eluted samples were reduced with DTT and alkylated with iodoacetamide before loaded on NuPAGE 4 to 12% Bis-Tris Gel (Life Technologies). Gel was run for 30 min at 200 V and stained with GelCode Blue Stain Reagent (Thermo Fisher Scientific). The whole lane was excised out and destained with 1:1 mixed methanol and 100-mM ammonium bicarbonate. Destained gel was then dehydrated and digested with trypsin before subjected to peptide extraction. Peptides were gradient eluted from the column directly to the Q Exactive HF-X mass spectrometer (Thermo Fisher Scientific) using a 1-h gradient. High resolution of full mass spectrometry spectra was acquired with a resolution of 45,000, an automatic gain control target of 3e6, a maximum ion time of 45 ms, and scan range of 400 to 1500 m/z. After each full mass spectrometry, twenty data-dependent high-resolution higher-energy collisional dissociation mass spectrometry (HCD MS/MS) spectra were acquired. All MS/MS spectra were collected using the following instrument parameters: resolution of 15,000, automatic gain control target of 1e5, maximum ion time of 120 ms, one microscan, 2 m/z isolation window, fixed first mass of 150 m/z, and normalized collision energy of 27. MS/MS spectra were searched against the UniProt *Homo sapiens* reference proteome database (downloaded 02/2019) containing common contaminant proteins using Proteome Discoverer 1.4.0.288, and 30,993 entries in the database were searched. Sequest HT search engine was used. The search parameters were as follows: precursor mass tolerance ± 10 ppm, fragment mass tolerance ± 0.02 Da, digestion parameters trypsin allowing two missed cleavages, fixed modification of carbamidomethyl on cysteine, variable modification of oxidation on methionine, deamidation on glutamine and asparagine. The threshold for accepting individual spectra was minimum peptide length of 6 and maximum peptide length of 144 with an signal to noise threshold (FT only) 1.5. The data were filtered using a 1% peptide and protein false discovery rate cut-off searched against a decoy database.

### Nascent RNA labeling and sequencing (4sU-seq)

For nascent RNA sequencing experiments in this article, DLD cells were treated with or without 100-μM DRB (Sigma, D1916) for indicated time. Nascent RNA was labeled by adding 1-mM 4sU (Sigma, T4509) for 10 min. Labeling was stopped by adding TRIzol (Thermo Fisher Scientific, 15596018) directly to the cell culture plate, and total RNA was extracted as per the manufacture’s protocol. 100-μg total RNA was used for purification of nascent RNA. *Saccharomyces cerevisiae* RNA labeled with 4sU was used as a spike-in control. 100 μg mammalian RNA was mixed with 1-μg *S. cerevisiae* RNA and fragmented by adding ice-cold NaOH to the final concentration of 0.2 N and incubating on ice for 20 min. Fragmentation was stopped by adding an equal volume of 1 M Tris, pH 6.8, and RNA was cleaned up performing buffer exchange with P-30 Micro Bio-Spin column (Bio-Rad, 7326223). Biotinylation of 4sU-labeled RNA was carried out in biotinylation buffer (10-mM Tris, pH 7.4 and 1-mM EDTA) supplemented with 0.2 mg/ml EZ-Link HPDP-biotin (Thermo Fisher Scientific, A35390) at RT for 2 h with rotation. RNA was then purified by phenol:chloroform extraction, and biotin RNA was enriched by incubating RNA with 50-μl Streptavidin C1 beads (Thermo Fisher Scientific, 65001) in a binding buffer (10-mM Tris, pH 7.4, 300-mM NaCl, and 0.1% Triton X-100) for 20 min at RT with rotation. Beads were then washed with a high-salt buffer (50-mM Tris, pH 7.4, 2 M NaCl, and 0.5% Triton X-100) twice, binding buffer (10-mM Tris, pH 7.4, 300-mM NaCl, and 0.1% Triton X-100) twice, and a low-salt buffer (5-mM Tris, pH 7.4, 0.1% Triton X-100) once. Biotin RNA was eluted twice by directly adding 300-μl TRIzol to beads. RNA was then extracted as per the manufacture’s protocol. Purified RNA was used to make sequencing libraries with a NEBNext small RNA library prep kit for Illumina (NEB, E7300) or NEBNext Ultra II directional RNA library prep kit for Illumina (NEB, E7760). Libraries were sequenced by paired-end Illumina sequencing.

### Bioinformatics

#### ChIP-seq and CUT&RUN analysis

Paired-end reads were aligned to hg19 reference genome with Bowtie2 (v2.3.4.1) (29) with options: --local --dovetail --minins 50 --maxins 600 --no-mixed --no-discordant. PCR duplicates were removed with Picard (v1.88). Peak-calling was performed with MACS2 (v2.1.1) with default parameters. For CUT&RUN, normal goat IgG sample was used as control, and for ChIP-seq, the input sample was used as a control during peak-calling. Peak annotation was performed with Homer (v4.10) (30). Peak comparison was performed with bedtools (v2.27.1) “intersectBed” function (31). When generating bigWig files, the library size scaling factor was applied.

Pathway enrichment analysis was performed using Enrichr (http://amp.pharm.mssm.edu/Enrichr/) (32, 33), and results from WikiPathways 2019 Human are presented.

#### RNA-seq and 4sU-seq analysis

Paired-end reads were aligned to hg19 reference genome with STAR (V2.5.0c) (34). For 4sU-seq, reads were also aligned to sacCer3 reference genome, and the number of reads aligned to *S. cerevisiae* was used as a scaling factor. Differential expression analysis was performed using DESeq2.

#### Metaplot and heat map

To plot metagene plots and heat maps, we selected Refseq genes that (1) have FPKM >5 in DLD1 WT RNA-seq and (2) have no overlapping transcripts within 5 kb upstream or downstream of the gene. 4544 genes were used for plotting. Metagene plot and heat map were plotted with deepTools (v3.1.0) (35). For ChIP-seq and CUT&RUN, a 10-bp bin size was used and for RNA-seq and 4sU-seq, a 100-bp bin size was used. The signal was normalized to the library size.

#### Calculating the pausing index

Total pol II ChIP-seq data were used to calculate the pausing index. We selected genes that (1) have an FPKM >5 in DLD1 WT RNA-seq, (2) are longer than 300 bp, and (3) have no overlapping transcripts within 1 kb upstream or downstream of the gene. 5939 genes were used for calculation. The TSS region is defined as 100 bp upstream to 300 bp downstream of TSS, and the gene body region is defined as 300 bp downstream of the TSS to TES. Pol II ChIP-seq reads within TSS and gene body were counted with bedtools (v2.27.1) “bedtools coverage” function, and FPKM was calculated. The pausing index was defined as log2[(TSS_FPKM +1)/(genebody_FPKM +1)].

## Data availability

All next-generation sequencing data have been deposited to Gene Expression Omnibus under the accession number GSE145368. Mass spectrometry raw files are accessible under MassIVE ID: MSV000085926 and ProteomeXchange: PXD020796.

## Conflict of interest

The authors declare that they have no conflict of interest with the contents of this article.

# Supplementary material for: Elongin A regulates transcription in vivo through enhanced RNA polymerase processivity
**Source:** J Biol Chem. 2020 Dec 13;296:100170. doi: 10.1074/jbc.RA120.015876

## Supporting Figure Legend

### Fig S1.

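CUT&RUN peaks of the goat antibody list were compared with ChIP-seq peaks, and an overlap of 1 bp was counted as shared. From the CUT&RUN side, 0.837% of peaks (Wilson 95% interval 0.666 to 1.05%) overlapped a ChIP-seq peak. From the ChIP-seq side, 77 of 186 peaks (41.4%) overlapped a CUT&RUN peak and 109 did not. Random placement of the ChIP-seq peaks on the same chromosomes gave 0.655 overlapping CUT&RUN peaks on average and at most 4 (one-sided permutation test by placement, p = 0.000999, the smallest that 1000 placements can give). With an overlap of at least 50% of the smaller peak, 57 CUT&RUN peaks were shared, and with summits within 500 bp, 69. By the same promoter, gene body and TTS rule, the ChIP-seq list occupied 241 genes, of which 134 were also occupied in the CUT&RUN list.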

(A) Comparison of Elongin A peaks (left) and Elongin A occupied genes (right) identified by CUT&RUN and ChIP-seq. (B) Western blot for the Elongin A antibody used in this study. Lysate from DLD1 cells was used. Arrow indicates position of Elongin A band. (C) Pathway analysis of Elongin A-occupied genes. Top ranked categories are shown here. 

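At MALAT1, 2 ChIP-seq peaks, with fold enrichments of 3.73 and 4.52, lay from 65266580 to 65267012 and from 65267854 to 65268086 on chromosome 11, and both overlapped CUT&RUN peaks. At the histone genes on chromosome 6, HIST1H3A, HIST1H4B and HIST1H3B each held 1 ChIP-seq peak, with fold enrichments of 5.04, 6.46 and 5.93. The goat antibody CUT&RUN list held 2 peaks at HIST1H4B, with fold enrichments of 2.85 and 2.78, and 2 at HIST1H3B, the stronger with 4.83. The 32 bp at the ChIP-seq summits of HIST1H4B and HIST1H3B occurred 2 times in the genome, so reads there can come from another copy. At INO80, the ChIP-seq peak (chromosome 15, 41408381 to 41408827) had a fold enrichment of 18.6. The only CUT&RUN peak within 1 kb of INO80 (41407475 to 41408076) had a fold enrichment of 3.12, ranked 7767 of 8720, and did not overlap it.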

(D) Representative screenshots showing co-localization of Elongin A Cut&Run and ChIP-seq at some highly transcribed regions. (E) Representative screenshots showing Elongin A Cut&Run signal at transcribed regions and its co-localization with RNA pol II and RNA-seq signal. 

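At MED29 (chromosome 19, 39881943 to 39891281), the goat antibody CUT&RUN list held 2 peaks, both in TTS windows, from 39889486 to 39889716 with a fold enrichment of 3.26 and from 39891886 to 39892111 with 5.12. No goat antibody peak was called within 1 kb of PAF1, which lies head to head with MED29 (39876269 to 39881794). In a CUT&RUN sample with a mouse antibody, 1 peak was found there, from 39881361 to 39881659 with a fold enrichment of 4.28. It overlapped the 5′ part of PAF1, with its summit in a PAF1 intron 305 bp downstream of the nearest TSS, and its centre lay in a promoter window of MED29. INO80, on the minus strand of chromosome 15 (41271078 to 41408478), had a single peak, which lay close to its 5′ end, and none over the rest of its 137 kb.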

(F) Meta-plot of average Elongin A Cut&Run signal on 4,544 expressed, non-overlapping Refseq genes near TSS.

### Fig S2.

(A) Representative screenshots showing Elongin A Cut&Run signal at intergenic regions and its co-localization with RNA pol II and nascent transcripts. 

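The goat antibody peak that Fig. S2A names by its number spanned 18966646 to 18967268 on chromosome 17. It had a fold enrichment of 6.56, ranking 748 in the list by this measure and 142 by q-value. The annotation places the U3 small nucleolar RNA gene SNORD3B-2 there (18966659 to 18967449, minus strand), and another copy, SNORD3B-1, lies from 18965225 to 18965982 on the plus strand, so that the 3′ ends of the 2 genes face each other. A ChIP-seq peak with a fold enrichment of 20.4 overlapped it, from 18966818 to 18967330. The 32 bp at the summit of the CUT&RUN peak occurred once in the genome.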

Note the bi-directional transcript from intergenic Elongin A peak. (B) Detailed annotation of Elongin A Cut&Run peaks. 

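The detailed annotation depended on the genes used. With protein-coding genes only, 1775 peaks (20.4%) were in promoters, 3794 in gene bodies, and 515 (5.91%) in TTS windows, and the rest were intergenic. With basic transcripts of genes that carry a curated RefSeq accession, chosen after the data were seen, the counts were 1484 (17.0%), 4501 (51.6%), 402 (4.61%) and 2333 (26.8%). Among the gene body peaks of the annotation with all genes, 357 of 4318 (8.27%) had their centre in an exon and 3961 (91.7%) in an intron.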

(C) Analysis of the 2,545 intergenic Elongin A peaks. A large portion of these peaks co-localize with RNA Pol II or H3K27ac but not H3K27me3. 

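The supplementary mass spectrometry table lists the proteins recovered by anti-Flag immunopurification of solubilized chromatin, in 2 columns named IP1 and IP2. Its values are peptide-spectrum matches, the number of fragment spectra assigned to a protein, which rise with the amount and the length of the protein and are not normalized between the columns. Of 638 proteins listed, 552 had no match in IP1, and 36 had at least 50 matches in IP2. Of these 36, 22 had no match in IP1, so the others were recovered in both columns. The tagged Elongin A had 478 matches in IP2 and 0 in IP1. In IP2, PAF1 had 269 matches, CTR9 213, POLR2A 204, CDC73 186, SUPT6H 177, POLR2B 140, SUPT5H 86, LEO1 73, ELOB 50, WDR61 49 and ELOC 33, and all of these had 0 in IP1. Each column is a single immunopurification, so no replicate error can be given. The table does not say which column is the control. The paper used WT cells and cells with Flag-tagged Elongin A, and the tagged protein was matched in IP2 only. This points to IP1 as the WT control.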

(D) Top hits from Elongin A mass spectrometry. (E) Top: Gene ontology analysis of the top hits identified in mass spectrometry. Bottom: PAF1 pull down in DLD1 cells showing the interaction between PAF1 and Elongin A. Note that Flag-tagged Elongin A is slightly larger than endogenous Elongin A.

### Fig S3.

(A) Elongin A expression level in control (siNS) and Elongin A-depleted (siELOA) cells quantified by RT-qPCR. (n=3; error bar shows standard deviation). (B) Representative screen shots showing change in RNA Pol II upon Elongin A depletion. (C) Meta-plot of average ChIP-seq signal (2<sup>nd</sup> replicate) on 4,544 expressed, non-overlapping RefSeq genes in control (siNS) and Elongin A-depleted (siELOA) cells. (D) Heatmaps of RNA pol II signal (2<sup>nd</sup> replicate) on 4,544 expressed, non-overlapping RefSeq genes. Genes were ranked by their expression levels (high to low). (E) Meta-plot of RNA Pol II ChIP-seq on 2,545 intergenic Elongin A peaks. Plots were centered on the summit of Elongin A peaks.

### Fig S4.

(A) Heatmap of differentially expressed genes (FC>1.5, q-value < 0.1) in control and Elongin A-depleted cells by RNA-seq. (B) Plot showing gene fold change in control and Elongin A depleted cells by 4sU-seq. (C) Meta-plot of 4sU-seq signal in control (siNS) and Elongin A-depleted cells (siELOA) (2<sup>nd</sup> replicate). (D) Heatmaps of log<sub>2</sub> fold-change at each time point compared with 0 min. Note that negative values (blue) indicate clearance of reads. 4,544 expressed, non-overlapped refseq genes were ranked by length (short to long) (2<sup>nd</sup> replicate). (E) Meta-plot of log<sub>2</sub> fold- change at each time point compared with 0 min. (2<sup>nd</sup> replicate).

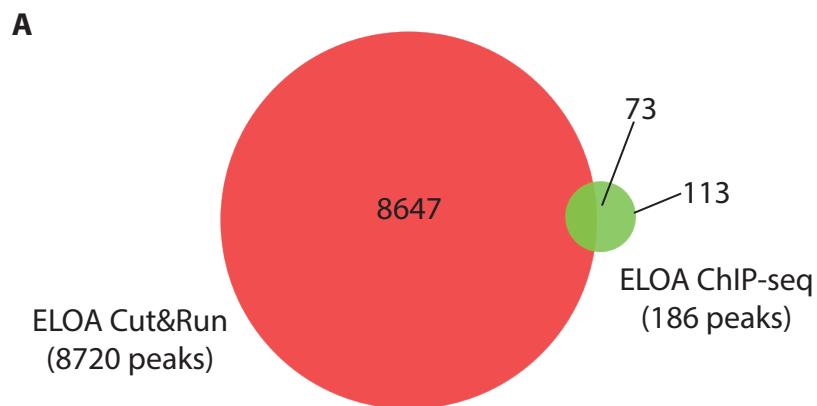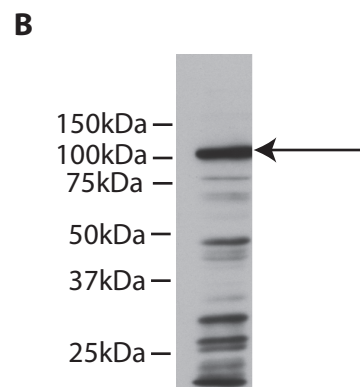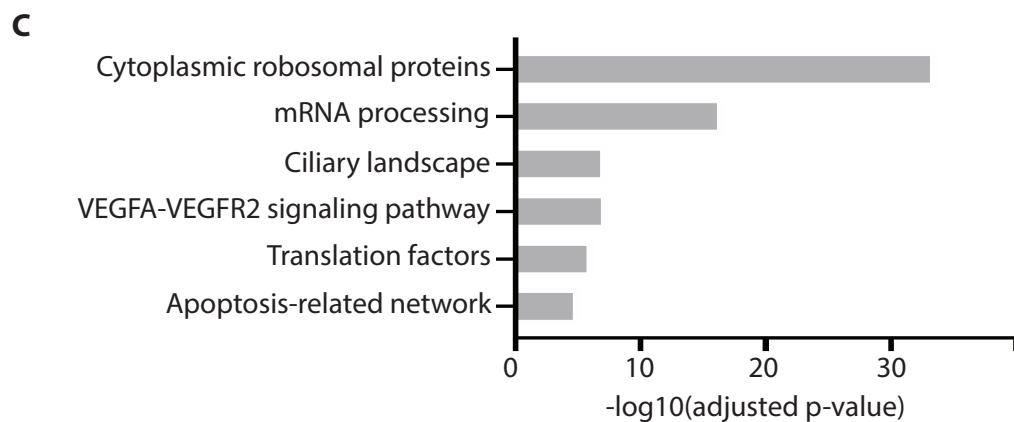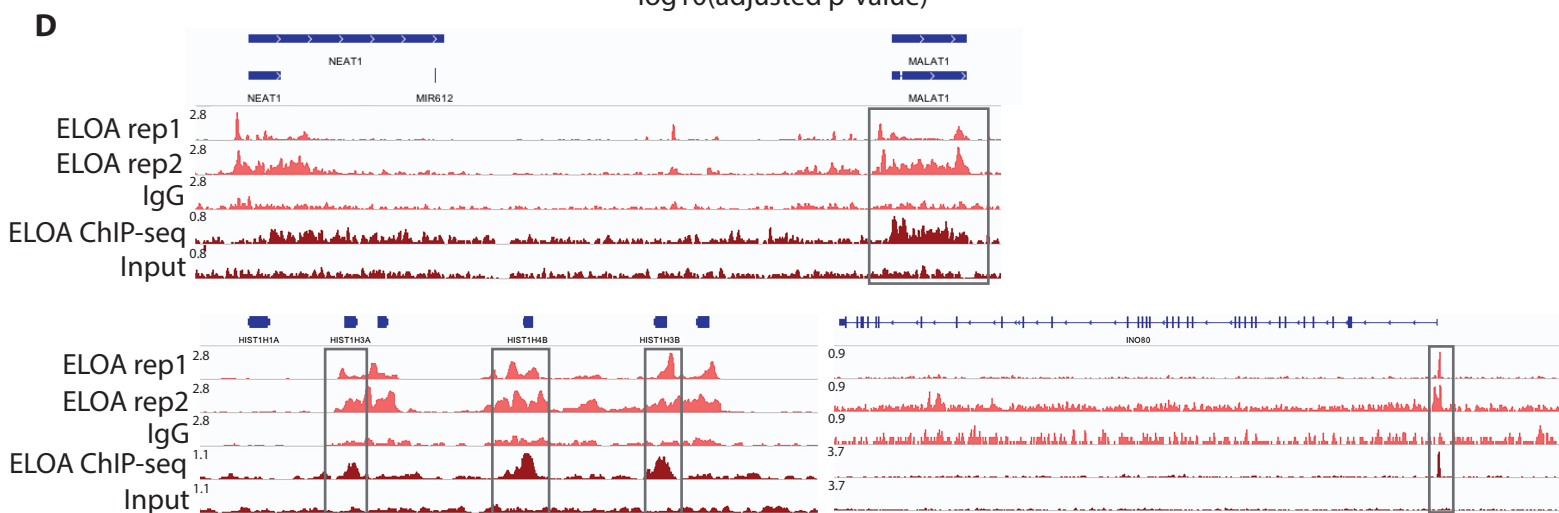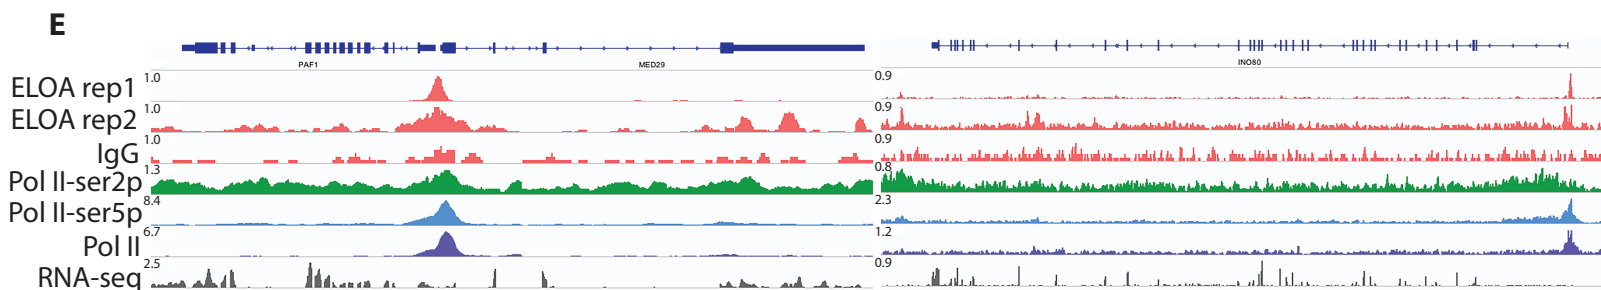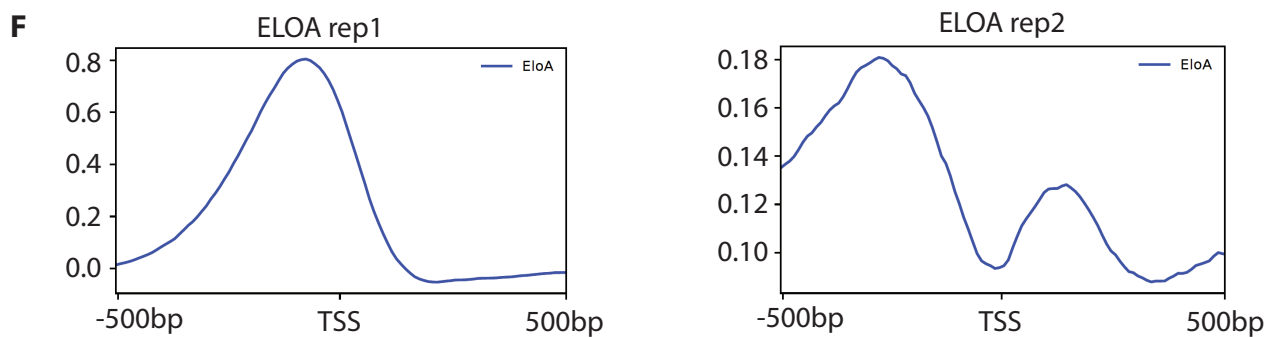

A

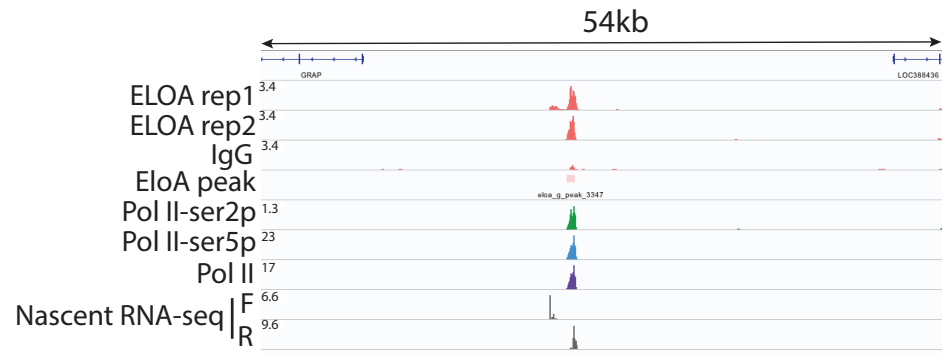

B

|              | Number of peaks | Percentage |
|--------------|-----------------|------------|
| Promoter     | 1324            | 15.20%     |
| Gene body    | 4545            | 52.10%     |
| TTS          | 306             | 3.50%      |
| Intergenic   | 2545            | 29.20%     |
| <b>TOTAL</b> | <b>8720</b>     |            |

C

|          | Number of intergenic peaks colocalized | Percentage |
|----------|----------------------------------------|------------|
| Pol II   | 1417                                   | 55.70%     |
| H3K27ac  | 720                                    | 28.30%     |
| H3K27me3 | 24                                     | 0.01%      |

D

| Accession number | Name   | Peptide number | Molecular Weight (kDa) | Description        |
|------------------|--------|----------------|------------------------|--------------------|
| Q14241           | ELOA   | 73             | 94.9                   | Elongin complex    |
| Q15370           | ELOB   | 10             | 13.1                   |                    |
| Q15369           | ELOC   | 9              | 12.5                   |                    |
| Q8N7H5           | PAF1   | 39             | 55.4                   | PAF1 complex       |
| Q6PD62           | CTR9   | 65             | 133.4                  |                    |
| Q6P1J9           | CDC73  | 47             | 60.5                   |                    |
| Q8WVC0           | LEO1   | 20             | 75.4                   |                    |
| Q9GZS3           | WDR61  | 17             | 33.6                   |                    |
| P24928           | RPB1   | 84             | 217.0                  | Pol II subunits    |
| P30876           | RPB2   | 61             | 133.8                  |                    |
| Q7KZ85           | SPT6   | 82             | 198.9                  | Pol II elongation  |
| O00267           | SPT5   | 46             | 120.4                  |                    |
| Q9UHB7           | AFF4   | 38             | 127.4                  |                    |
| Q9V5B9           | SPT16  | 38             | 119.8                  | FACT complex       |
| Q08945           | SSRP1  | 23             | 81.0                   |                    |
| Q8N1G1           | REXO1  | 40             | 131.4                  | mRNA processing    |
| O43290           | SNUT1  | 33             | 90.2                   |                    |
| O94906           | PRPF6  | 34             | 102.4                  |                    |
| O15042           | U2SURP | 25             | 118.2                  |                    |
| Q9UMS4           | PRP19  | 14             | 55.1                   |                    |
| O43395           | PRPF3  | 20             | 77.5                   |                    |
| Q8N201           | INT1   | 28             | 244.1                  | Integrator complex |
| Q9NVH2           | INT7   | 14             | 104.6                  |                    |
| Q96HW7           | INT4   | 11             | 108.1                  |                    |
| Q96CB8           | INT12  | 7              | 48.8                   |                    |
| Q9H0H0           | INT2   | 10             | 134.2                  |                    |

E

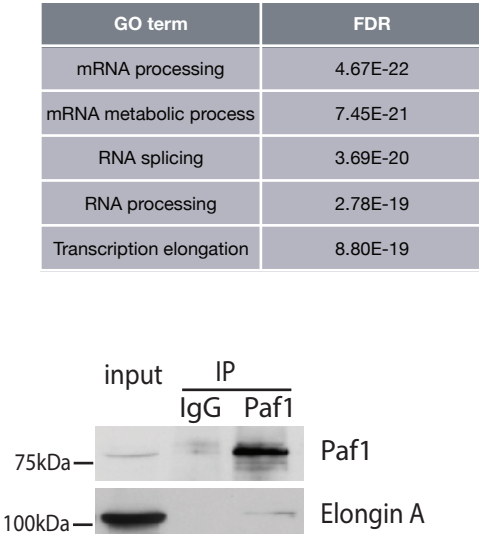

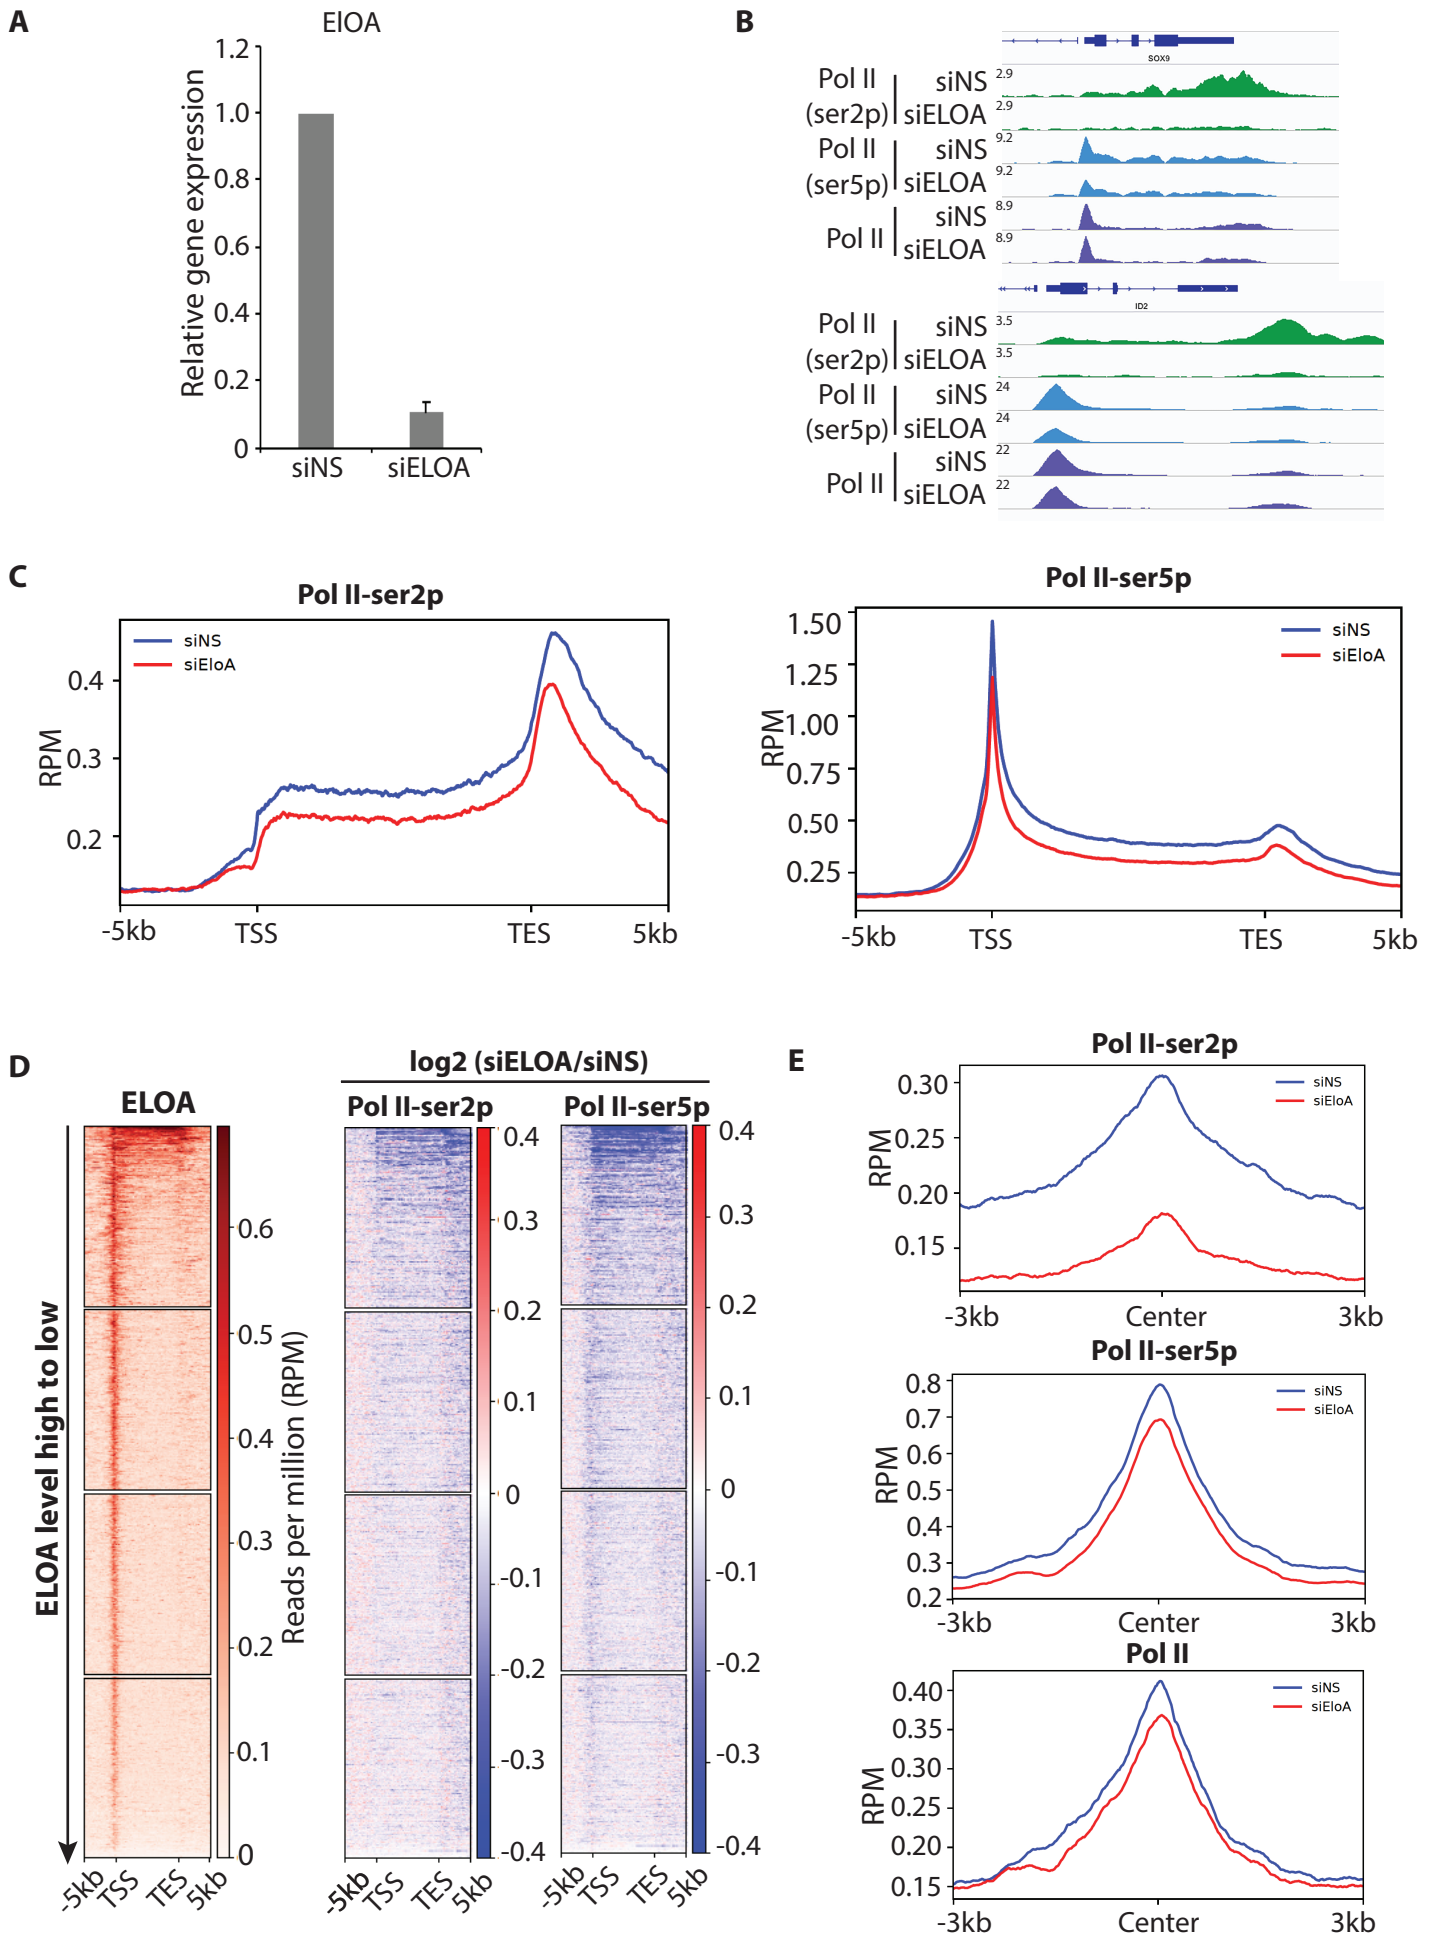

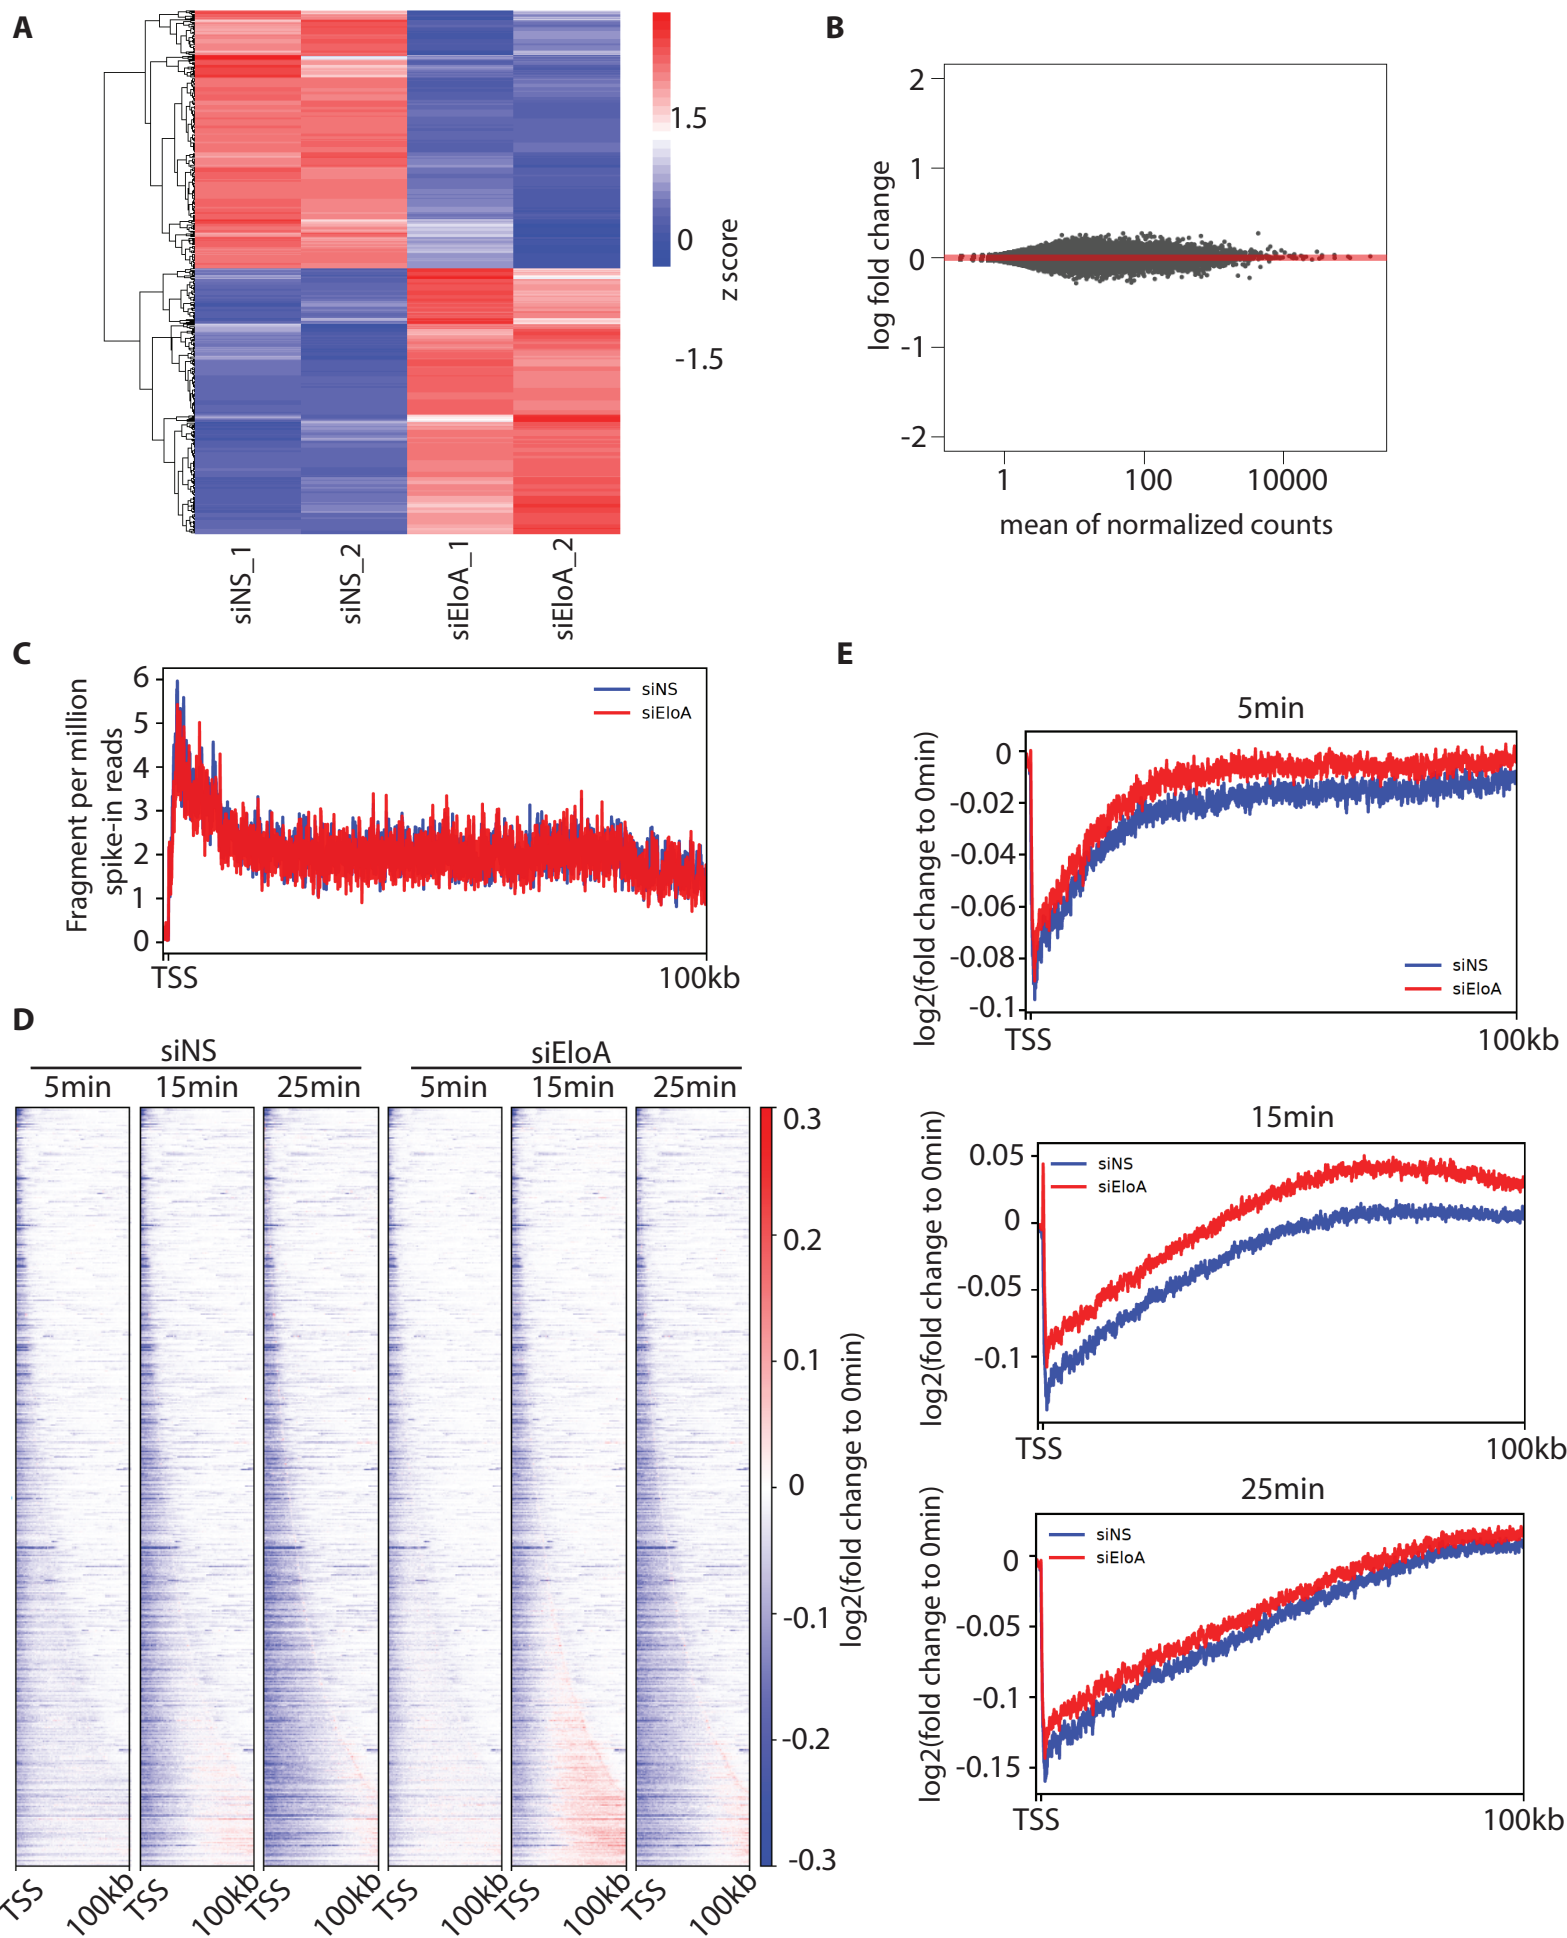

**Supplement:** Supporting Figures

How the deposited data were processed for this re-analysis (not part of the article)

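Elongin A was mapped in DLD1 cells with 3 peak lists. The goat antibody CUT&RUN list comes from 2 replicates and 1 goat IgG control, the mouse antibody CUT&RUN list from 1 sample and 1 mouse IgG control, and the ChIP-seq list from 1 sample and 1 input control. The authors aligned paired-end reads to hg19 with Bowtie2 v2.3.4.1, removed PCR duplicates with Picard v1.88, and called peaks with MACS2 v2.1.1 at default parameters. The paper states no filter on mapping quality. The deposited fold enrichment of each peak is a ratio over the local control background, as the authors' MACS2 gave it. The deposited −log10 p-value and −log10 q-value are those of the authors' peak caller, and both CUT&RUN lists contain peaks down to the default q-value of 0.05. The lowest −log10 q-value of the ChIP-seq list as deposited is 2.06. The deposited score of a peak is its −log10 q-value times 10 as a whole number and was not used. The sequencing depth is unknown, because the lists hold no read totals. No list separates the 2 goat antibody replicates, so replicates could not be compared and values have no replicate error. Intervals of shares are Wilson intervals at a confidence level of 95% and cover counting error only.

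The lists were read as deposited, with positions converted to count from 1. Genes came from GENCODE release 44 lifted to GRCh37, and the sequence from the GRCh37 assembly. The authors annotated peaks with Homer v4.10, and its default windows were used with the peak centre, in the order promoter (1000 bp upstream to 100 bp downstream of a TSS), TTS (100 bp upstream to 1000 bp downstream), gene body and intergenic. The annotation holds 62296 gene symbols, of which 20149 are protein-coding. As it has no nuclear tRNA genes, the small RNA genes counted here are 8147 genes of the snRNA, snoRNA, miRNA, rRNA, vault RNA and other small RNA classes. A gene was counted as occupied when its promoter, gene body or TTS window held a peak centre.

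Peak lists were compared with an overlap of at least 1 bp, the default of the authors' intersectBed (bedtools v2.27.1). Chance overlap came from 1000 random placements of the peaks of the second list on the ungapped sequence of the same chromosome, with widths kept. Differences in log2 fold enrichment and in log10 gene length were tested with 100000 permutations, two-sided. Shares of summits were tested with the exact binomial test and gene sets with Fisher's exact test. For each peak, the number of exact copies in the genome of the 32 bp centred on its summit was counted on both strands. Sequence words of 10 bp were counted in 200 bp around ChIP-seq summits. The analysis ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and pysam 0.24.0, with samtools 1.23.1 for the genome index and matplotlib 3.10.9 for plots.

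The rule for the genes and peaks named in the text was fixed at the outset. They are those the paper names or shows for Elongin A CUT&RUN or ChIP-seq, and the 5 peaks with the highest fold enrichment in each list. Ribosomal protein genes with the strongest peaks, snRNA and snoRNA genes at the named peaks, and the genes near ChIP-seq peaks with a shared word were chosen after their values were seen. HIST1H3A, HIST1H3B and HIST1H2AB appear in the annotation under their current symbols and were matched through their older ones.

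The procedures were tested on simulated data. All 200 planted overlaps were recovered, and 5 of 100 random lists had a placement p-value of 0.05 or less. All 2000 positions planted in promoter windows and all 2000 planted in TTS windows were classed there or in a class of higher rank, and 300 of 300 peaks received the class given by a direct search of all transcripts. Permutation tests gave p-values under 0.05 for 7 of 100 unchanged groups and for 100 of 100 shifted groups. All 100 peaks planted near small RNA genes were found.

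The alternatives tried were q-values under 0.01 and under 0.001, a fold enrichment of at least 5, chromosomes 1 to 22 and X only, peaks within 1 kb merged, an overlap of at least 50% of the smaller peak, summits within 500 bp, random shifts of 10 to 100 kb, other promoter and TTS windows, protein-coding genes only, peak summits in place of centres, and other rules for occupied genes. A gene set limited to basic transcripts with a curated RefSeq accession was added after the data were seen, as were the use of q-values in place of fold enrichment, random placement among intergenic positions and protein-coding TSSs with 200 bp either side. The RNA-seq, 4sU-seq and RNAPII ChIP-seq experiments were not analysed here, and conclusions that rest on them have no values. Pathway categories other than ribosomal proteins were not tested.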

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

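The mouse antibody CUT&RUN list is not described in the text of the paper. Its 2338 peaks and the 726 goat antibody peaks they overlap are given here because they are signal in a sample the paper does not report on. The tests of copy number, promoters and repeated sequence described in this part were set before their results were seen, and the comparison of quintiles by q-value and fold enrichment was chosen after.

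The mouse antibody list had a median width of 295 bp, a median fold enrichment of 4.36 over mouse IgG (range 1.36 to 12.1) and a median −log10 q-value of 3.00. It comes from 1 sample, so it has no replicate check. Of its peaks, 757 (32.4%) overlapped a goat antibody peak. From the other side, 726 of 8720 goat antibody peaks (8.33%, Wilson 95% interval 7.76 to 8.92%) overlapped a mouse antibody peak, where random placement gave 6.53 on average and at most 19 (one-sided permutation test by placement, p = 0.000999, the smallest that 1000 placements can give). Both antibodies and ChIP-seq shared 40 goat antibody peaks. The mouse antibody list overlapped 43 of the 186 ChIP-seq peaks. Across the 726 shared peaks, fold enrichments in the 2 CUT&RUN lists had a Spearman correlation of 0.241 and a Pearson correlation of 0.337 on the log2 scale (permutation p = 1e-05 for each, the smallest that the permutations can give); this is a correlation across peaks, which are not independent replicates. The strongest mouse antibody peaks had fold enrichments of 12.1 at RNU1-1 (summit sequence found 4 times in the genome), 11.2 on chromosome 17 from 19014643 to 19015494, 10.9 at RNU1-60P, 10.2 on chromosome 10 from 98561334 to 98561551 (summit sequence found 3 times) and 9.53 on chromosome 1 from 113896423 to 113896825.

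Technical explanations of the shared peaks were examined. When the mouse antibody peaks were shifted by 10 to 100 kb, the overlap fell to 22.1 on average and at most 39. Goat antibody peaks had a median width of 362 bp and a median distance to the nearest other peak of 26.6 kb. A shift can therefore break overlaps even inside a broad domain of high signal or copy number. The fall cannot decide about such domains. Promoters that open chromatin makes accessible to any antibody could account for shared promoter peaks. Outside promoters, however, 501 of 6547 goat antibody peaks were still shared, and shifted peaks gave at most 31. Reads shared between copies of a sequence are argued against by the summit sequences, which occurred once in the genome at 97.1% of the shared peaks (705 of 726). By region, the shared percentage was 10.4% in promoters, 7.04% in gene bodies, 11.2% in TTS windows and 7.87% in intergenic regions.

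The share of goat antibody peaks found by the mouse antibody rose with the q-value of the goat antibody peak, from 4.82% in the bottom quintile to 15.9% in the top quintile, a difference of 11.1 percentage points. Over the quintiles of fold enrichment it was 9.98%, 7.17%, 7.17%, 7.57% and 9.75%, a difference of -0.229 points between the top and the bottom. A candidate explanation is that detection by the mouse antibody follows a peak's statistical strength, and so its read number, more than its fold enrichment. Peak width was not tested and stays open, since a wider peak is more likely to overlap by 1 bp. Across goat antibody peaks, width had a rank correlation of 0.228 with the −log10 q-value and 0.126 with fold enrichment. For the shared peaks, broad domains of high signal or copy number stay open. So does background shared by both CUT&RUN experiments, since IgG values per peak were not used here. An example is sites that the nuclease cuts with any antibody at levels the IgG control does not remove. No biological explanation was tested, because both antibodies were used in untreated DLD1 cells.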

How the results depend on the processing

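The alternatives were set before the data were examined except where a setting is said to have been added. In all, 124 values were computed under the former and 14 under added settings. No paired analysis was possible because the deposited list combines both goat antibody replicates and the other lists come from single samples; for the same reason, leaving out each replicate was not run. Without read totals, the effect of sequencing depth on weak peaks could not be measured.

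Under the settings made beforehand, 69 values of main results kept their direction and their side of the test's threshold, or their size. A further 13 moved, 1 became weaker, 2 became stronger and 2 reversed. The limit for a kept size differed between results, so the tally does not compare sizes of change. A fall from 6172 to 4309 occupied genes was counted as kept. A rise in median peak width from 362 to 368.5 bp was counted as moved. For the overlap of CUT&RUN with ChIP-seq peaks, the p-value stayed at the smallest that 1000 placements can give under every alternative tried for it. A p-value at this floor says little about size. The number of overlapping CUT&RUN peaks moved from 73 to 41 with a fold enrichment of at least 5. The difference in fold enrichment at ChIP-seq peaks, the ribosomal protein odds ratio and the gene length difference kept their direction and significance. The rank correlation of the antibodies ranged from 0.227 to 0.307. Of the other single values, 26 stayed and 11 moved.

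A fold enrichment of at least 5 left 2624 peaks, 41 CUT&RUN peaks overlapping ChIP-seq peaks, 74 goat antibody peaks overlapping mouse antibody peaks, 2414 occupied genes and 9 intergenic peaks at small RNA genes; this setting by its construction leaves fewer peaks. A q-value under 0.001 left 404 goat antibody peaks overlapping mouse antibody peaks. Median peak width rose from 362 to 368.5 bp with a q-value under 0.01 and to 381 bp with one under 0.001.

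The difference in goat antibody fold enrichment between peaks found by the mouse antibody and the others (0.06 in mean log2 fold enrichment, permutation p = 0.0002) fell to 0.0128 (p = 0.425) with summits within 500 bp counted as shared, and reversed to -0.0030 (p = 0.675) with medians in place of means. The cause was not tested. Over its alternatives the p-value ranged from 1e-05 to 0.675, so this difference depends on the measure chosen. With the q-value in place of fold enrichment, an added setting, the difference was 0.63 (permutation p = 1e-05).

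The intergenic share of 18.1% became 19.8% with promoter and TTS windows of 500 bp on either side, 30.2% with protein-coding genes only and 26.8% with curated RefSeq genes, an added setting. Fewer or shorter annotated regions raise this share by construction. Promoter peaks alone gave 2449 occupied genes.

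The share of summits upstream of the TSS, 48.8% with all genes (exact binomial p = 0.283), reversed to 53.8% (p = 0.00153) with protein-coding genes only and to 54.9% (p = 0.000146) with curated RefSeq genes, an added setting. It was 39.9% (exact p = 5.03e-13) within 200 bp and 48.1% (p = 0.0435) within 1000 bp, and both then passed the threshold in the direction of more downstream summits. The cause was not tested. With protein-coding genes only and 200 bp either side, an added setting, it was 41.0% (exact p = 1.76e-08), also toward downstream. With a q-value under 0.001 it was 47.6% (exact p = 0.0574).

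The 14 intergenic peaks at small RNA genes became 9 with direct overlap required and 33 with a distance of 2000 bp. With protein-coding genes only and with curated RefSeq genes, both added settings, 33 peaks were counted in each case. The p-value for an excess over random placement lay between 0.000999 and 0.044 over the alternatives, the latter with random shifts of 10 to 100 kb. Under added settings, 6 values of main results stayed, 3 moved, 1 became stronger and 1 reversed, and 3 other values moved.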

Differences from the paper's values

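The number of genes occupied in the goat antibody CUT&RUN list was 6172, and the paper's value is 2064. With promoter peaks only the count was 2449 and with a fold enrichment of at least 5 it was 2414, both within 1.5 times the paper's value. None of the other alternatives set before the data were examined closed the gap; of these, protein-coding genes only came to 4309. Curated RefSeq genes, chosen after seeing the values, gave 4669 and did not close it, while the promoter peaks of these genes, also counted after seeing the values, occupied 1663 genes, and those of protein-coding genes 1808.

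The intergenic share was 18.1%, and the paper's value is 29.20%. Among the alternatives set before the data were examined, promoter and TTS windows of 500 bp on either side (19.8%) and protein-coding genes only (30.2%) came within 1.5 times of it, and the others did not. Curated RefSeq genes, chosen after seeing the values, gave 26.8%.

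The promoter share was 24.9%, and the paper's value is 15.20%. Protein-coding genes only gave 20.4%, within 1.5 times of it, and the other alternatives set before the data were examined did not close the gap. Curated RefSeq genes, chosen after seeing the values, gave 17.0%.

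The TTS share was 7.50%, and the paper's value is 3.50%. None of the alternatives set before the data were examined closed the gap, the closest being 5.91% with protein-coding genes only. Curated RefSeq genes, chosen after seeing the values, gave 4.61%.

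The paper places more Elongin A enrichment immediately upstream of the TSS than downstream, from averaged signal over expressed genes. Peak summits within 500 bp were upstream in 48.8% of cases with all genes, and in 53.8% with protein-coding genes only. With curated RefSeq genes, chosen after seeing the values, 54.9% were upstream. Within 200 bp, 39.9% were upstream with any annotated TSS and 41.0% with protein-coding genes only, a setting chosen after seeing the values, so the upstream majority at protein-coding genes came from summits farther than 200 bp from the TSS.

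The paper found gene body and downstream enrichment more often on short genes, and enrichment limited to TSS-proximal regions more often on longer genes. Genes with a gene body or TTS peak beside a promoter peak had a median length of 37.1 kb. This was longer than the 16.7 kb of genes with promoter peaks only, and the direction held under every alternative tried for this comparison. A longer gene also offers more sequence in which a peak can fall. Among protein-coding genes longer than 3 kb with a promoter peak, 2 other measures went the paper's way. Gene body peaks per 100 kb fell from 1.87 in the shortest tertile to 1.31 and 0.655. They also fell in genes without a peak in the promoter window, from 0.504 to 0.360 and 0.242. That window ended 100 bp downstream of the TSS, so a peak farther downstream counted as a gene body peak in either group. Such a peak near the TSS adds less density in a longer gene by construction. The 2 falls therefore do not separate genes by Elongin A near the TSS. The share of genes with a peak in a TTS window fell from 16.7% in the shortest tertile to 4.21% in the longest. With 1 window per gene, chosen after seeing the values, it fell from 11.1% to 1.10%. In genes without a promoter peak these shares also fell, from 2.51% to 1.72% and from 1.52% to 0.519%. A fall in TTS share is therefore not particular to genes with a promoter peak, but it was larger there. The shortest and longest tertiles differed by 12.5 points with a promoter peak and by 0.797 points without one. With 1 window per gene, these differences were 9.96 and 1.00 points. The 2 groups of genes were not tested against each other.

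At INO80, shown by the paper as a locus with both CUT&RUN and ChIP-seq enrichment, the CUT&RUN peak ranked 7767 of 8720 and did not overlap the ChIP-seq peak. No goat antibody peak lay within 1 kb of HIST1H1A or of PAF1, which the paper shows among transcribed regions with CUT&RUN signal. The mouse antibody list held 1 peak that overlapped PAF1 (fold enrichment 4.28), with its summit in an intron, and none at HIST1H1A.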

Other observations

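The test of fold enrichment at small RNA genes, the word search in ChIP-seq peaks, its comparison on GC content, the comparison of TTS peaks with 1 window per gene and the 200 bp window at protein-coding TSSs were chosen after the result was seen. The tests of summit copies, divergent TSSs and TTS peaks by gene length were set before their results were seen.

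The 14 intergenic goat antibody peaks within 500 bp of a small RNA gene had a median fold enrichment of 6.43, and the other intergenic peaks had a median of 4.31, a difference of 0.85 in mean log2 fold enrichment (two-sided permutation test across peaks, p = 1e-05, the smallest that the permutations can give). They made up 5 of the top 20 intergenic peaks by fold enrichment. With protein-coding genes only, 33 of 2636 intergenic peaks lay at small RNA genes and made up 11 of the top 20, and with curated RefSeq genes 33 of 2359 and 12 of the top 20; both gene sets were added after the data were seen. Reads shared between gene copies are argued against as the cause at the 14 peaks, since 100% of them (14 of 14) had a summit sequence found once in the genome. With the added gene sets, 29 of 33 and 28 of 33 had one, so for the other peaks of these sets shared reads stay open. The 32 bp tested are shorter than most sequenced fragments and do not exclude every multiply aligned read. The paper describes intergenic peaks as potential enhancers. A candidate explanation for a part of the strongest ones is that Elongin A occupies transcribed small RNA genes that lie outside the annotated genes, a hypothesis found and tested on the same data.

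The snRNA genes recur in all 3 lists. Of the 42 snRNA genes whose symbols do not end in P, 16 (38.1%) had a goat antibody peak within 500 bp, 12 a mouse antibody peak and 13 a ChIP-seq peak, and of the 1872 other snRNA genes, most of them pseudogenes by their symbols, 19 (1.01%) had a goat antibody peak. Peaks near snRNA genes made up 0.436% of the goat antibody list, 1.11% of the mouse antibody list and 11.8% of the ChIP-seq list, and among the top 20 peaks by fold enrichment they numbered 7, 5 and 8. No explanation was tested for this ranking.

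The 109 ChIP-seq peaks outside CUT&RUN peaks differed in location from the 77 that overlapped one. Promoters held 79 (72.5%) of the former and 26 (33.8%) of the latter, and TTS windows held 9 and 26. Their GC content was 59.2% and 50.1%. Fold enrichment was not lower outside CUT&RUN peaks (medians 11.3 and 8.38; difference between shared and other peaks in mean log2 fold enrichment -0.0043, permutation p = 0.978).

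A sequence word was shared by some of these peaks. Among 92 words of 10 bp compared on the odd-numbered chromosomes, CGAGCGCCGA (reverse complement TCGGCGCTCG) was found within 200 bp around the summit in 10 of 55 ChIP-seq peaks outside CUT&RUN peaks and in 0 of 1202 CUT&RUN promoter peaks. On the even-numbered chromosomes and X, which were not used to pick it, it was found in 3 of 54 and 1 of 971 (Fisher's exact test, p = 0.000534), which argues against a word picked by chance. In total, 13 of the 109 peaks held it, all of them promoter peaks, and none of the 77 shared ChIP-seq peaks or the 2338 mouse antibody peaks did. On the same held-out chromosomes, CUT&RUN promoter peaks matched on GC content (55.8%, against 56.3% in the ChIP-seq peaks) held it in 1 of 270 cases (Fisher's exact test, p = 0.0156), which argues against GC content as the whole cause, although only 3 ChIP-seq peaks there hold the word. The summit sequence occurred once in the genome in 100% of the 13 peaks (13 of 13), which argues against copies of 1 repeated sequence. The word lay within 25 bp of the summit in 8 of the 13 peaks. The strongest were at VAMP4 (fold enrichment 23.7) and RBSN (22.1). The comparison peaks were not matched on distance to the TSS. Summits of the 13 peaks lay between 350 bp upstream and 19 bp downstream of the nearest TSS. A word common near TSSs could give the same difference and stays open. The antibody of the ChIP-seq experiment may also have recovered promoters bound by a sequence-specific factor, through Elongin A or through another antigen. These possibilities could not be separated here, and no biological explanation was tested.

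Summits upstream of protein-coding TSSs could come from a second gene start on the opposite strand. At TSSs with no opposite-strand TSS within 1 kb upstream, 719 of 1280 summits within 500 bp (56.2%) were upstream (two-sided exact binomial test, p = 1.12e-05), which argues against annotated opposite-strand starts as the whole cause. At TSSs with one, 47.5% were upstream, but a summit was assigned to its nearest TSS, which lowers this share there by construction, so this value cannot speak for or against the explanation. Within 200 bp of protein-coding TSSs most summits were downstream, so the upstream excess depends on summits farther out. Unannotated upstream transcripts stay open.

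Among protein-coding genes longer than 3 kb with a promoter peak, the percent with a TTS peak was 12.5 points higher in the shortest than in the longest length tertile (permutation p = 1e-05, the smallest that the permutations can give), and among genes without a promoter peak the difference was 0.797 points. With 1 window per gene, at the end of the gene, the difference was 9.96 points (permutation p = 1e-05). This argues against the number of annotated transcript ends as the whole cause. Among genes without a promoter peak the difference was 1.00 points, where the share also fell, from 1.52% to 0.519%. A relation between gene length and Elongin A at the 3′ end is possible, but the fall was not limited to genes with a promoter peak. Expression level, which can differ with gene length and was not used here, stays open.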
